# Elucidating the Role of Chromatin State and Transcription Factors on the Regulation of the Yeast Metabolic Cycle: A Multi-Omic Integrative Approach

**DOI:** 10.3389/fgene.2018.00578

**Published:** 2018-11-30

**Authors:** Víctor Sánchez-Gaya, Salvador Casaní-Galdón, Manuel Ugidos, Zheng Kuang, Jane Mellor, Ana Conesa, Sonia Tarazona

**Keywords:** YMC, histone modifications, gene expression, omics integration, regression

## Abstract

The Yeast Metabolic Cycle (YMC) is a model system in which levels of around 60% of the yeast transcripts cycle over time. The spatial and temporal resolution provided by the YMC has revealed that changes in the yeast metabolic landscape and chromatin status can be related to cycling gene expression. However, the interplay between histone modifications and transcription factor activity during the YMC is still poorly understood. Here we apply an innovative statistical approach to integrate chromatin state (ChIP-seq) and gene expression (RNA-seq) data to investigate the transcriptional control during the YMC. By using the multivariate regression models N-PLS (Partial Least Squares) and MORE (Multi-Omics REgulation) methodologies, we assessed the contribution of histone marks and transcription factors to the regulation of gene expression in the YMC. We found that H3K18ac and H3K9ac were the most important histone modifications, whereas Sfp1, Hfi1, Pip2, Mig2, and Yhp1 emerged as the most relevant transcription factors. A significant association in the co-regulation of gene expression was found between H3K18ac and the transcription factors Pip2 (involved in fatty acids metabolism), Xbp1 (cyclin implicated in the regulation of carbohydrate and amino acid metabolism), and Hfi1 (involved in the formation of the SAGA complex). These results evidence the crucial role of histone lysine acetylation levels in the regulation of gene expression in the YMC through the coordinated action of transcription factors and lysine acetyltransferases.

## 1. Introduction

The Yeast Metabolic Cycle (YMC) is defined by robust periodic oscillations of gene expression that appear in continuous culture systems under aerobic glucose-limited conditions. These cycles last about 4–5 h and exhibit respiratory oscillations alternating between periods of high oxygen consumption (HOC) and low oxygen consumption (LOC), and factors as glucose concentration and external stimuli can affect period length and amplitude (Klevecz et al., 2004; Tu et al., 2005). The nature of the YMC has been extensively studied and is associated with other biological rhythms such as redox cycles and the cell cycle (Mellor, 2016). However, there are still many aspects of the YMC that are unknown or poorly understood due to the complexity of the molecular connections that coordinate the cellular metabolic state, molecular landscape and physiological response during cycling.

Gene expression during the YMC has been characterized using microarrays (Klevecz et al., 2004; Tu et al., 2005; Slavov et al., 2011) and RNA-Seq (Kuang et al., 2014). Transcriptional analyses identified three main phases of expression during the YMC: an Oxidative phase (OX), a Building phase (RB) and a Charging phase (RC). The RB phase was first defined as a reductive phase (Tu et al., 2005), but recent works (Murray et al., 2007; Mellor, 2016) have highlighted its oxidative state and proposed it to be part of the HOC phase. Functional profiling of these phases revealed an orchestration of gene expression, which fluctuates in response to environmental conditions, drives the cellular physiological changes and prepares the molecular mechanisms necessary for cycling. Metabolomics studies have shown that metabolite profiles also follow a periodic cycle across the YMC (Tu et al., 2007; Mohler et al., 2008), highlighting their importance in enzymatic allosteric regulation and synchronization of yeast ultradian rhythms (Mellor, 2016).

Cycling of histone modifications during the YMC confirms that they constitute cellular sensors of the metabolic conditions. For example, cycling levels of acetyl-CoA (a cofactor for histone acetylation) reflect alternative high and low energy states of yeast cells (Cai et al., 2011) and might be key to coordinate gene expression (Kuang et al., 2014). Kuang and co-authors showed that chromatin changes have a temporal association with transcripts, as both present similar oscillations. They correlated gene expression clusters with histone modifications to reveal the contribution of each histone modification to the regulation of the different YMC phases, and showed sequential regulation of genes involved in transcription, mitochondrial activity, cell cycle and different metabolic processes along the YMC. However, in their study, no significant relationships were established between histone modifications and the expression of specific genes or transcriptional regulators, which are still open questions regarding the functional orchestration of the system.

Few studies have investigated the potential role of transcription factors (TFs) in the regulation of the YMC. Rao and Pellegrini (2011) analyzed the periodic activities of TFs to explain the regulation of the YMC phases, while Kuang et al. (2017) inferred the spatio-temporal DNA binding of important TFs across the cycle. While it is reasonable to assume that regulation during the YMC consists of a combination of histone modifications coupled with TF control, these two regulatory layers have never been jointly studied. Such combined analysis would help to understand the contribution of each regulatory layer to the transcriptional dynamics observed in the YMC, and to decipher the significance of the interaction between specific histone marks and TFs in controlling gene expression.

In order to shed light into the regulatory mechanisms behind the YMC, we present here a novel strategy for the integrative analysis of the chromatin state and gene expression in this process. We used data from Kuang et al. (2014), that contains ChIP-seq experiments for 8 different histone modifications and matching RNA-seq data. In addition, we included a ChIP-seq dataset on an additional histone modification (H3K18ac), which turned out to be a key regulator of YMC. We specifically analyzed the interplay between chromatin status, transcription factor binding and gene expression, and identified a core set of TFs that are relevant to the synchronization between histone marks and transcriptional regulation. Our results revealed the impact of the different histone modifications on YMC progress and pointed out different TFs that might contribute to the molecular regulation of the cycle. Overall, this integrative analysis unravels regulatory mechanisms controlling switches in cellular processes that allow yeast to respond to factors affecting the metabolic cycle.

## 2. Materials and Methods

### 2.1. Omic Data Sets

Gene expression and histone modification data from Kuang et al. (2014) were retrieved from the GEO repository (accession number GSE52339). We also included in our study an additional histone modification ChIP-seq experiment for H3K18ac, provided by Dr. Mellor's laboratory, which was uploaded to GEO repository with accession number GSE118889. We complemented Kuang's data with this histone modification because of its relevance in transcriptional regulation (Cui et al., 2011; Weiner et al., 2015). All omic measurements were obtained from YMC experiments as described in Tu et al. (2005). As the duration of the different phases of the YMC is not the same, samples were unevenly taken at each phase to result in an equal number of time points in each phase of the cycle (Kuang et al., 2014). The number of sampling points was 16 for both RNA-seq and histone modification data.

Gene expression was measured by RNA-seq, Illumina HiSeq 2000, single-end reads, 50 bp long, at 16 sampling points. RNA-seq reads were pre-processed as in Kuang et al. (2014), where expression data had been normalized by sequencing depth, log-transformed and centered per gene. Histone modifications were measured by ChIP-seq using antibodies against eight different marks: H4K16ac, H3K36me3, H3K4me3, H4K5ac, H3K9ac, H3K56ac, H3K14ac, H3K18ac, and H3 that was used as a control. These data had also been collected at 16 time-points along the YMC. 10 biological samples per time point were obtained in two different batches, and H3K9ac was measured in both of them. H3K18ac samples were extracted in one of these batches. The samples were sequenced using three different ChIP-seq technologies (Illumina HiSeq 2000 ChIP, Illumina Genome Analyzer ChIP, and AB SOLiD System), which provided different read lengths from 35 to 51 bps. ChIP-seq data were analyzed as detailed in next sections.

### 2.2. ChIP-Seq Data Pre-Processing

The quality of ChIP-seq fastq files was assessed with FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were quality-filtered and trimmed to discard low quality reads before mapping to the reference genome. The Trimmomatic software v0.32 (Bolger et al., 2014) was applied with more restrictive filters for the highest quality sequencing samples. Minimum quality was set to 30 (restrictive) or 25 (non-restrictive) at the beginning and end of the read, with a sliding window of 5 and a minimum length of 28 bp (restrictive) or 25 bp (non-restrictive). As a result, H3K36me3 and H4K16ac histone modifications were discarded due to their low sequencing quality.

Sequencing reads for the remaining histone modifications were mapped to the Ensembl database (release 91) *S. cerevisiae* reference genome (Langmead et al., 2009) using Bowtie (Zerbino et al., 2017). Multimapped reads were discarded. 

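Of 6002 nuclear protein-coding genes, 245 (4.08%) had a mean H3K18ac coverage under 0.5 reads per base in the 300 bp downstream of their start, a limit chosen after seeing the data. At all 16 time points, 228 genes stayed under it. Among the 389 genes within 30000 bp of a chromosome end, 131 (33.7%) belonged to this group, against 2.03% of the genes elsewhere (two-sided Fisher's exact test, p = 1.34e-96, with neighbouring genes not independent of each other). The genes formed 27 blocks of at least 3 neighbours. On chromosome XII, the block from 454696 to 489341 held 17 genes, from TAR1 to YLR161W. On chromosome I, the block from 1807 to 22685 held 8 genes, from PAU8 to YAL063C-A. Coverage was 0 at 28.1% of the bases of chromosome I, and its mean coverage was between 0.660 and 0.714 of the nuclear mean over the time points.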

For AB SOLiD reads, reference genome was first converted to color space coding using bowtie-build with parameter –*c*. 

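No base had an H3K18ac coverage above 2 times the read length of 51 bp at any of the 16 time points. This ceiling is the largest coverage that arises when 1 read is kept per position and strand. Bases within 10 reads of it, with a coverage of at least 92, made up 1.29 to 2.11% of the nuclear genome in the OX time points, 0.401 to 1.03% in RB and 1.09 to 4.33% in RC. The range of a gene's H3K18ac over the 16 time points had a median of 0.79 on the log2 scale in the 187 genes with a mean coverage of 5 to 20, and of 0.47 in the 327 genes with a mean coverage of at least 80. After a correction for the ceiling, chosen after seeing the data, the medians of these groups were 0.82 and 1.02. Within phases, the level of the 327 genes relative to the 1175 genes with a mean coverage of 40 to 51 fell as the depth rose (r = -0.875, p = 2e-05, rho = -0.812, p = 0.00026, n = 16 time points, two-sided permutation tests). Over the 3 relations with depth computed within phases, the adjusted p were 6e-05 for r and 0.00078 for rho. Without time points 5 and 15, farthest in depth from the median, r was -0.721.

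**Figure D1:**
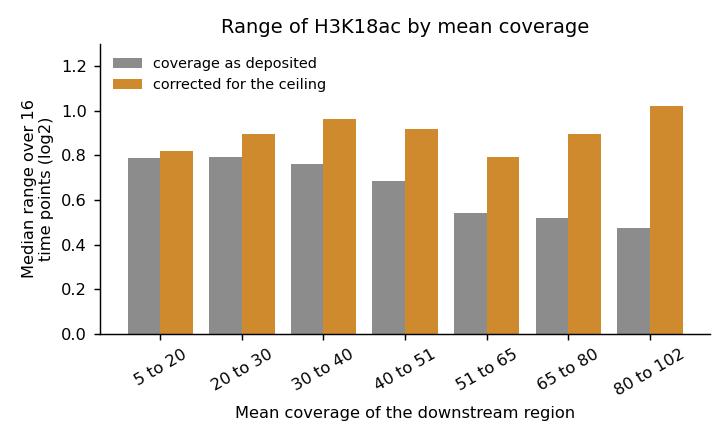
Median range of H3K18ac over the 16 time points (log2) in genes grouped by the mean coverage of the downstream region (reads per base), from the coverage as deposited (grey) and after the correction for the ceiling (orange). In the deposited coverage the median falls from 0.79 in the lowest group to 0.47 in the highest.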

Duplicated reads were removed with Samtools software (Li et al., 2009).

### 2.3. ChIP-Seq Quantification

In order to obtain ChIP-seq quantification values, coverage per nucleotide was calculated for the whole genome with the program genomecov from the bedtools suite (Quinlan and Hall, 2010), specifying the parameter –*d*. 

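Around the starts of 6002 genes, the mean H3K18ac coverage over the 16 time points was highest at 30 bp downstream, at 1.83 times the mean nuclear coverage. It dipped to 1.44 at -210 bp. Averages were 1.53 over the 300 bp upstream and 1.64 over the 300 bp downstream, against 1.44 from -600 to -300 bp, 1.12 from 300 to 600 bp and 0.867 from 700 to 1000 bp. For each time point, the mean coverage within 300 bp of the start was divided by that of the last 300 bp of the 2240 genes longer than 1500 bp. This TSS enrichment was 2.25 ± 0.241 (SD, n = 3 time points) in OX, 1.88 ± 0.0933 (n = 6) in RB and 2.05 ± 0.209 (n = 7) in RC (p = 0.0377, one-sided permutation test of the F statistic over the phases). With the mean nuclear coverage as the background, p was 0.0163. Leaving out single time points raised the p of 0.0377 above 0.05 in 8 of 16 cases. It was 0.128 without time point 3, 0.103 without 4, between 0.0503 and 0.0707 without one of 7 to 11, and 0.0512 without 16. With depth and phase in one model, chosen after seeing the data, p was 0.0550. It was above 0.05 in 11 of 16 cases with a time point left out. The enrichment fell with the mean nuclear coverage (r = -0.646, p = 0.00667, rho = -0.726, p = 0.00209, two-sided permutation tests over 16 time points). Adjusted over 5 relations, these p were 0.0333 and 0.00522, and r was -0.664 without time points 10 and 15. Within phases, r was -0.656 (permutation p = 0.00534, adjusted 0.00801) and rho -0.676 (p = 0.00512, adjusted 0.00512), with r = -0.606 without time points 5 and 15.

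**Figure D2:**
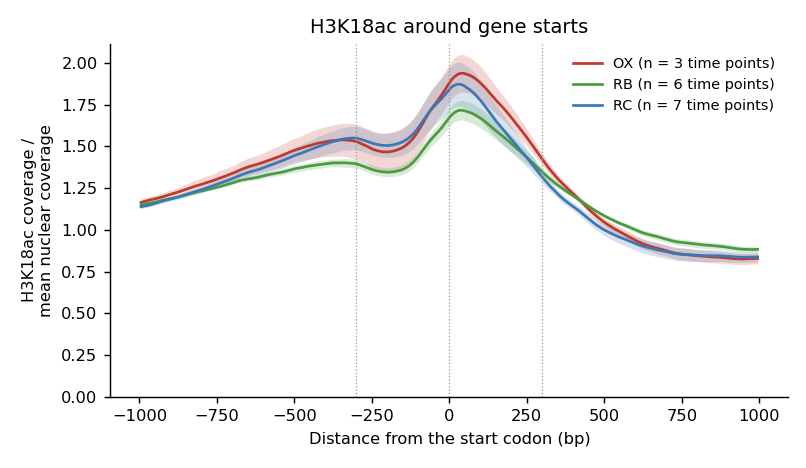
Mean H3K18ac coverage relative to the mean nuclear coverage against the distance from the gene start (bp), averaged over 6002 genes. Lines are means over the time points of OX (n = 3), RB (n = 6) and RC (n = 7), shades are 1 SD, and dotted lines mark -300, 0 and 300 bp; the RB line is lowest around the start.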

After an exploratory analysis of the coverage across different genomic regions, we defined two genomic regions per histone modification and gene, corresponding to either the 300 bp upstream or downstream regions from the gene transcription start site (TSS). For each gene and region, the average of the coverage was computed using in-house Python scripts and the yeast genome annotation (gtf file) obtained from Ensembl (release 91) (Zerbino et al., 2017). Consequently, two quantification matrices were generated for each histone modification, one for upstream and one for downstream data.

The H3 ChIP-seq data were used as control to normalize quantification values. 

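The mean nuclear coverage of the H3K18ac libraries ranged from 27.5 at time point 14 to 39.4 at time point 15, and here each region mean was divided by it. The H3 libraries were not used here, so the values hold no correction for nucleosome density. After division by the mean, the median difference of all 5713 genes tested between a phase and the mean of the other 2 was 0.06 (log2) for OX and -0.08 for RB. Quantile normalization moved it to -0.04 for OX and 0.02 for RB.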

Each histone modification sample was first corrected by its sequencing depth, then divided by the H3 sample at matching time point, log-transformed and centered. This normalization was proven to be effective to remove batch effects as verified by histone modification H3K9ac (measured in both batches). After this correction, the H3K9ac dataset with the highest quality was selected for further analyses.

### 2.4. Differential Expression and Clustering

Differential expression analysis of RNA-seq data was performed with R maSigPro package (Conesa et al., 2006; Nueda et al., 2014), which applies a polynomial regression model to analyse time-course gene expression data. A polynomial degree of 3 was selected as this provided the model with the highest adjusted *R*^2^ (results not shown). Differentially expressed genes (DEGs) were called by having a significant model (False Discovery Rate (FDR) adjusted *p*-value < 0.05) and a minimum *R*^2^ value of 0.6. DEGs were clustered within maSigPro using the k-means method and setting the total number of clusters to 3.

### 2.5. N-PLS

Partial Least Squares regression (PLS) is a multivariate regression method commonly used to study the relationship between a response matrix and a predictor matrix (Wold et al., 1983; Geladi and Kowalski, 1986). These two matrices have two dimensions which are, typically, observations (e.g., time points) in rows and variables (e.g., genes) in columns. However, in some studies, a third dimension could be considered when having several treatments, different experiments, etc. In our case, the different histone modifications can constitute the third dimension, for instance. For these 3-dimensional structures, a multi-way extension of PLS method called N-PLS (Bro, 1996) can be applied. In N-PLS, the dimensions are called modes so, in our data, we will have three modes: first for genes, second for time-points and third for histone modifications.

Both PLS and N-PLS approaches are considered dimension reduction techniques because they identify a set of new variables (components) that are a linear combination of the original variables maximizing the covariance between the response and predictor matrices. Therefore, high-dimensional data can be graphically displayed in a much lower dimension space. The loadings are defined as the projections of the old variables, observations, etc. on each of the components of the new low dimensional space. The interpretation of these components is achieved through the information provided by the so-called core matrix, which indicates which combinations of components from the different modes explain most of the variability of the response dataset.

Up to our knowledge, there is no R library available to compute N-PLS models on data where the response Y is a bidimensional matrix (genes and time points in our case), while the predictor X structure is 3-dimensional (genes, time points and histone modifications). Thus, we programmed ourselves the N-PLS method following the algorithm described in Bro (1996).

### 2.6. MORE Regression Models

MORE (Multi-Omics REgulation) (https://bitbucket.org/ConesaLab/more) is an R method for omics integration based on Generalized Linear Models (GLMs) that aims to explain gene expression as a function of potential gene regulatory elements. MORE can identify the most relevant gene regulators from a large subset of putative regulators, by finding those that significantly associate to changes in their expression levels. MORE first filters out the regulators with low variability and reduces multicollinearity by grouping highly correlated regulators, Secondly, two different variable selection procedures are applied: Elastic Net penalized regression (Zou and Hastie, 2005) and stepwise regression (Draper and Smith, 2014), and a final regression model is then provided for each gene.

We generated two MORE regression models for each DEG. The first model included histone modifications as potential regulators. In this case, the predictors for each gene were the two regions defined for each of the six considered histone modifications, resulting in an initial model that included 12 regulatory variables. The second MORE model considered differentially expressed TFs as predictors. The potential target genes of TFs were retrieved from the Yeastract database (Teixeira et al., 2017). After model adjustment, significant regulators of genes were selected by having regression coefficient p-values < 0.05. The final result of this analysis is a gene-histone mark/TF association file indicating if there is a significant relationship between the gene and the regulatory factor.

### 2.7. Functional Enrichment Analysis

In order to evaluate the functional impact of each histone mark or TF in relation with the different phases of the YMC, we performed a functional enrichment analysis on the set of genes significantly regulated by each regulatory factor as obtained from MORE models. Functional terms were retrieved from Gene Ontology (GO) (Ashburner et al., 2000; Consortium, 2016) and from Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto, 2000; Kanehisa et al., 2016) databases, and a Fisher's Exact test was applied to select the significantly enriched functional categories (*p*-value < 0.05). The genes regulated by each histone modification were grouped according to the YMC cluster they belong to and the functional enrichment analysis was performed on each of the three groups. For TFs, the number of regulated genes was much lower and the enrichment analysis was done without YMC phases separation.

### 2.8. Selection of the Most Relevant Regulations

The MORE analysis returns a large number of significant factors involved in gene regulation. An enrichment analysis approach was applied to select most relevant regulators during the YMC. We considered a TF to be relevant if the proportion of MORE significant models involving this TF was significantly higher than the proportion of the TF regulations in Yeastract database. Additionally, we selected most relevant histone modification-TF pairs as those co-regulating a proportion of genes higher than expected by chance. Both analyses were done with a Fisher's Exact test (FDR adjusted *p*-value < 0.05, and odds ratio > 1).

## 3. Results

### 3.1. Time Point Alignment

Kuang et al. (2014) measured gene expression and histone modifications at 16 sampling points as shown in Figure 1A, where it can be observed that not all the time points are equivalent for both data types. For instance, RNA-seq RB phase has 7 time-points, while ChIP-seq has only 6 time-points. 

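The H3K18ac data come from chromatin immunoprecipitation and sequencing of yeast in continuous culture, a CEN.PK strain with a FLAG tag on Spt7, collected between 48.32 and 51.95 h. Each of the 16 time points had 1 library. By the lower panel of Figure 1A, time points 3 to 5 belong to OX (n = 3), 6 to 11 to RB (n = 6), and 1, 2 and 12 to 16 to RC (n = 7). Time points of a phase served as its replicates, although they are neighbours in time and not repeats of the same state. The authors trimmed the reads, mapped them, discarded multimapped and duplicated reads, and deposited the number of reads covering each base, with no correction for depth and no division by H3. Reads were counted as summed coverage divided by a read length of 51 bp, which was inferred from the highest coverage. This gave at least 6948329 to 8135766 reads per library in OX (median 7009003), 7438548 to 8521238 in RB (median 7708096) and 6521928 to 9359720 in RC (median 7090933). Mean nuclear coverage was 29.3 to 34.3 reads per base in OX (median 29.6), 31.4 to 35.95 in RB (median 32.5) and 27.5 to 39.4 in RC (median 29.9). From these values, the mean over the 300 bp downstream of each gene's start was divided by the library's mean nuclear coverage and log2-transformed after adding 0.1, for the 5713 of 6002 nuclear protein-coding genes with a mean coverage of at least 5. Gene starts came from a table of coding regions without UTRs, so the first base of the coding region stands in for the TSS. Phases were compared with limma, each against the mean of the other 2, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. RNA-seq and the other histone modifications were not used here, so N-PLS and MORE models were not fitted.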

Since the omics integrative analysis requires matchable observations, that is, the same time points for both types of data, we had to “align” them. For that, oxygen consumption levels were used as a cellular metabolic state indicator to compare the two experiments and match disagreeing time-points. As a result, time-points 10 and 11 from RNA-seq were averaged, as well as time-points 13 and 14 from ChIP-seq, resulting in final data matrices with 15 rather than the original 16 time points (Figure 1B).

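Across 5713 genes, the centred H3K18ac values of ChIP-seq time points 13 and 14 were correlated with r = 0.844. The median r was 0.734 over the 16 pairs of neighbouring time points, with 16 and 1 counted as neighbours. Pairs 11 and 12 (r = 0.861) and 8 and 9 (r = 0.849) were more similar. These correlations are across genes, which are not independent replicates. Time points 13 and 14 lie 0.54 h apart, whereas the gaps up to time point 13 are between 0.08 and 0.31 h. The least similar neighbours were 10 and 11 (r = 0.189) and 5 and 6 (r = 0.383), at 0.16 and 0.17 h. Under other pseudocounts, coverage minima and scalings and in the upstream region, r for time points 13 and 14 stayed between 0.838 and 0.858, and the pair ranked 2 or 3 of 16. From oxygen consumption in the culture, the paper reasons that these time points can be matched to a single RNA-seq time point.

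**Figure D3:**
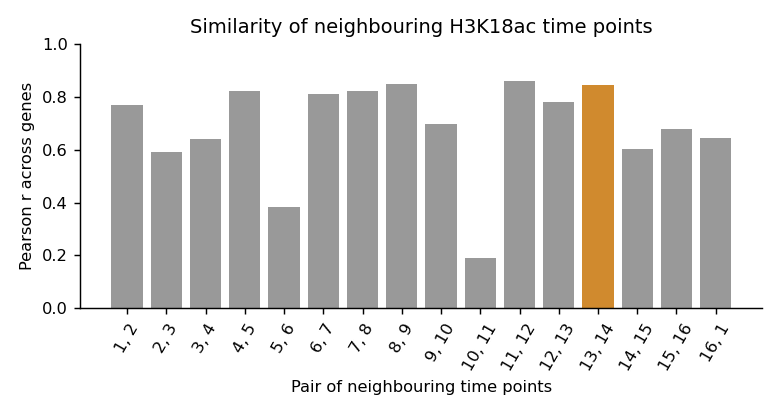
Pearson r across genes of the centred H3K18ac values for each pair of neighbouring ChIP-seq time points. The averaged pair 13 and 14 (orange) has r = 0.844, and the lowest bar is the pair 10 and 11 at 0.189.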

**Figure 1:**
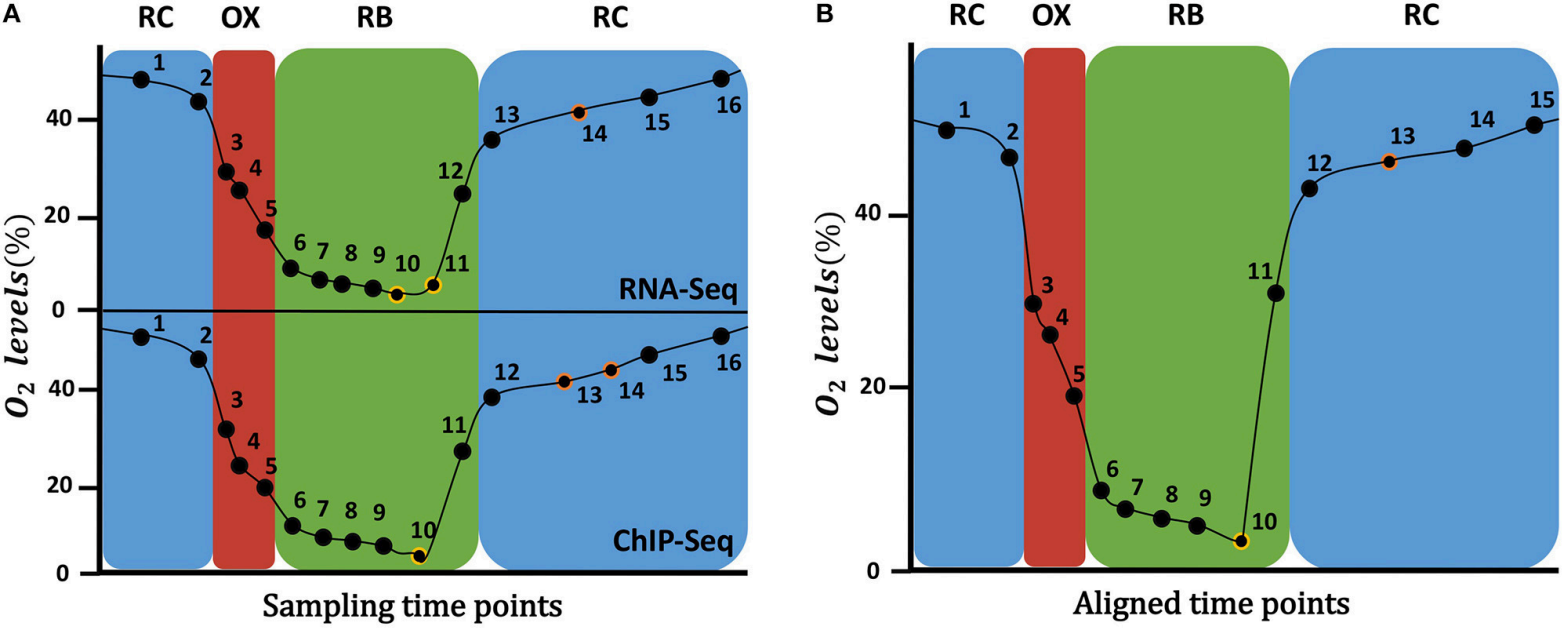
Time points sampled during the YMC. On the **(A)**, the original time points sampled for RNA-Seq data (top) and ChIP-Seq data (bottom) at each YMC phase are shown. On the **(B)**, the 15 time points after the alignment of the two time series are displayed: time-points 10 and 11 from RNA-seq were averaged, as well as time-points 13 and 14 from ChIP-seq. On the Y axis the percentage of oxygen in the environment is indicated.

### 3.2. Gene Clustering Into YMC Phases

First of all, we selected the genes with significant changes across YMC and we clustered them according to their temporal profile in order to assign them to one of the YMC phases. For that, we applied the maSigPro R package, which returned the differentially expressed genes (DEGs) and clustered them. A total of 2,552 out of the 5,992 genes in the initial RNA-seq dataset were declared as DEGs. Principal Component Analysis (PCA) on these DEGs showed a clear separation of the time points according to the different metabolic phases of the YMC (Supplementary Figure 1), which corroborated the good quality of the data and of the differential expression results.

The 2,552 DEGs were clustered according to their temporal profiles into three groups to recapitulate the currently defined phases of the YMC (Tu et al., 2005; Kuang et al., 2014). The number of genes assigned to each of the clusters was 1428, 426, and 698, respectively (Figure 3). Clusters were assigned to their corresponding phase by matching expression peaks from the gene profiles to their position in the time-course. We assessed the quality of our clustering results with the Silhouette metric, that indicates how well each gene fits in the assigned cluster, and compared to the previously reported clusters in Kuang et al. (2014). While clusters in our study and in Kuang et al. (2014) largely agreed, a better clustering performance was obtained with our analysis strategy (Supplementary Figure 2).

### 3.3. Expression Changes in YMC Were Mostly Driven by H3K9ac And H3K18ac

After retrieving the histone modification data for DEGs, we applied the N-PLS regression model, which allowed us to integratively explore the relationship between gene expression and chromatin status from a global perspective and to assess the quality of the multi-omic data set. In our analysis, RNA-seq data, with two dimensions or modes (genes and time points), was used as response matrix. ChIP-seq data was taken as the predictor variable. This dataset consists of three dimensions or modes: two of them are coincident with RNA-seq and the third mode captures the different histone modifications and genomic regions (Figure 2).

**Figure 2:**
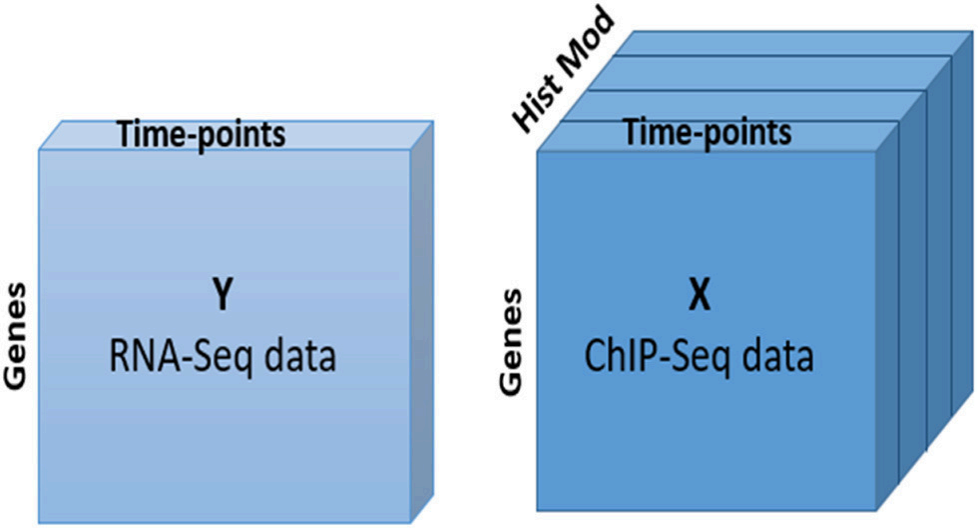
N-PLS model. Structure of response (Y) and predictor (X) matrices.

**Figure 3:**
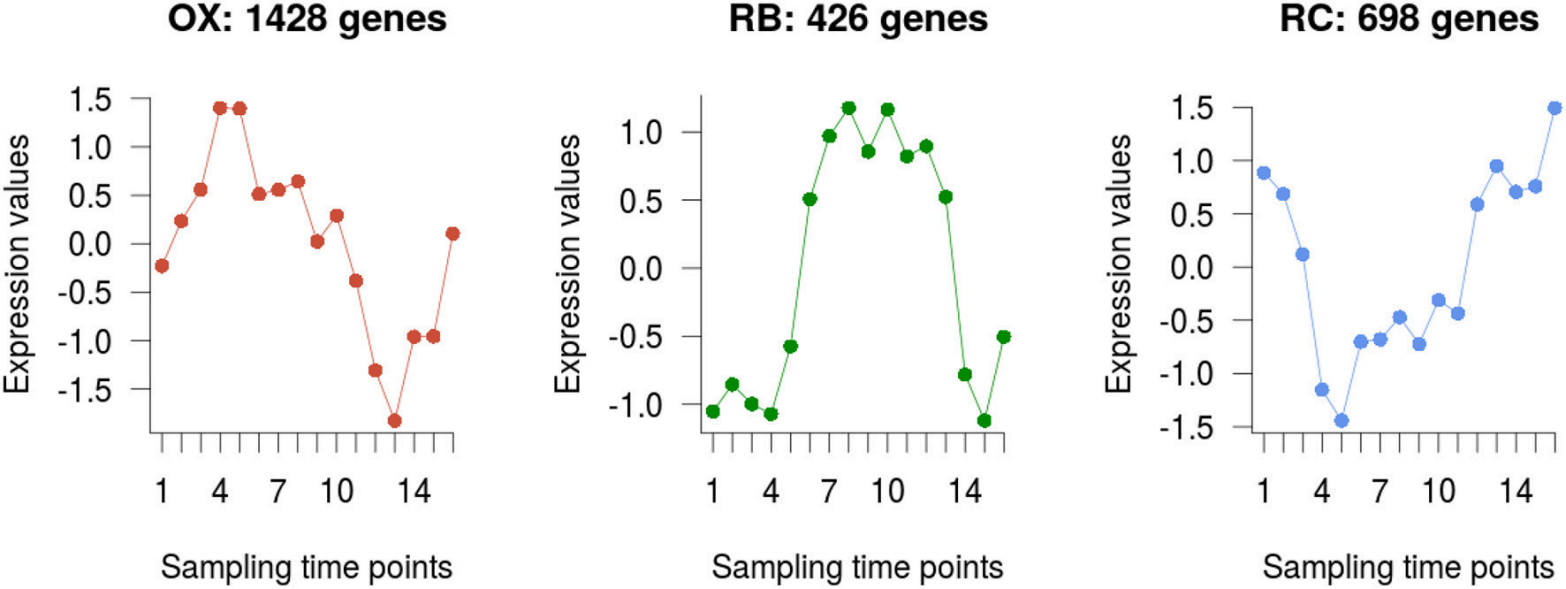
Genes clustering. Average profile of the differentially expressed genes in each of the three clusters obtained, which are in turn associated to each YMC phase.

The idea of N-PLS method is to generate new variables (components) that are linear combinations of the original variables and collect most of the covariance between the response and the predictors. In this case, we selected a model with two components that are represented in the X and Y axes of Figure 2, respectively. To understand the relevance of these components and their relationship with the original modes (genes, time points and histone modifications), we must look at the core matrix (Supplementary Table 1). The first element of the N-PLS core revealed that the combination of the second components for each of the three modes (genes, time points and histone modifications) captured most (60.7%) of the gene expression variability. The second most important core element connected component 2 of the first and second modes (genes and time points), with component 1 for the third mode (histone modifications), explaining 23.9% of the variability in the data. Therefore, more than 80% of the variance was explained with these two elements of the core. Figures 4A–C show the loading plots for the three modes, that is, the projections of genes, time points and histone modifications onto the new space formed by the N-PLS components.

**Figure 4:**
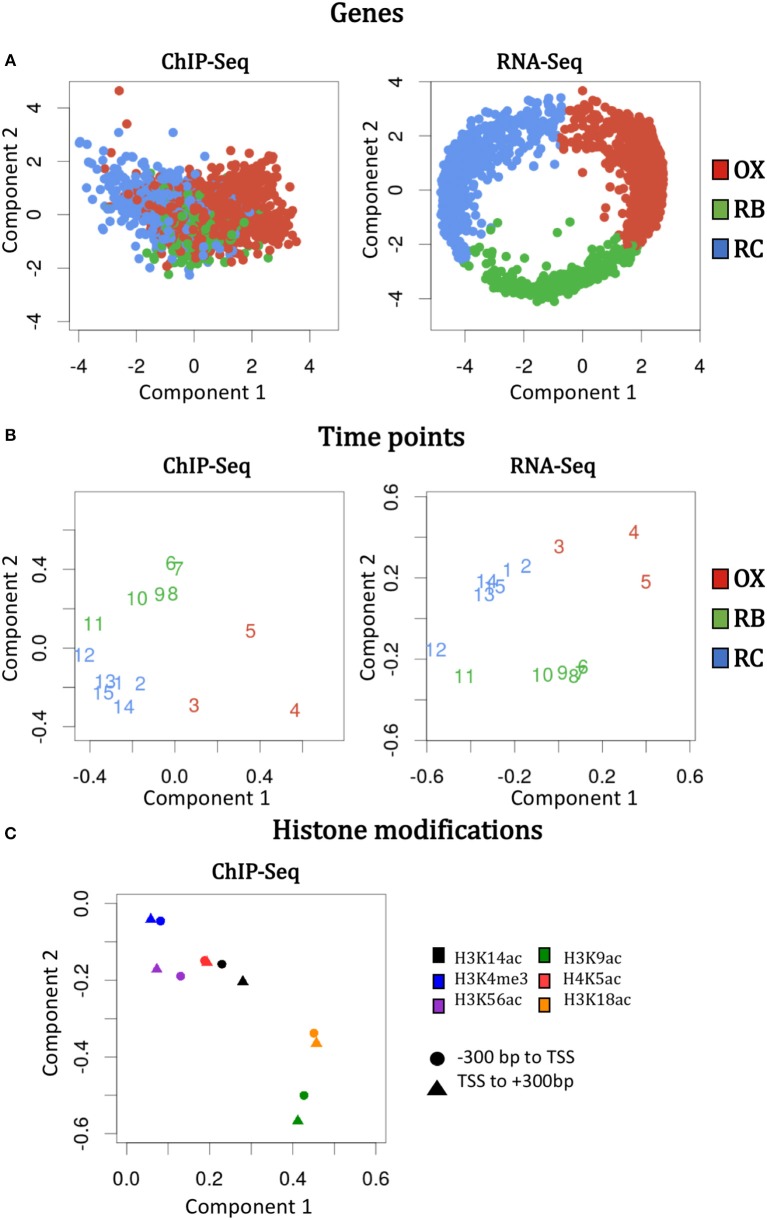
N-PLS loading plots for each mode and omic data type. The loading values are the original values of genes, time points and histone modifications projected onto the new spaced formed by component 1 (X axis) and 2 (Y axis). Left and right columns display the information for ChIP-seq and RNA-Seq data, respectively. **(A)** Genes loadings. **(B)** Time points loadings. **(C)** Histone modifications loadings.

N-PLS loading plots of mode 1 (genes) and mode 2 (time points) at both RNA-seq and ChIP-seq followed the phases of the YMC, as expected (Figures 4A,B). 

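Principal components of H3K18ac alone were computed on the 15 aligned time points, with time points 13 and 14 averaged. Component 1 held 58.1% of the variance and component 2 held 21.0%. On component 2, time points 6 to 11 had a mean score of 0.114 ± 0.0385 (SD, n = 6) and the other aligned time points -0.0762 ± 0.0805 (n = 9), a difference of 0.19 (exact two-sided permutation test over 5005 splits, p = 0.000799). Permutation takes the time points as exchangeable. Neighbouring time points resemble each other, so slow change along the cycle can also give a small p. The grouping comes from the paper's model, which used H3K18ac among its marks, so it is not independent of these data. Time point 5, at 0.0549, lay above time point 11, at 0.0401, so the groups overlapped there. They separated fully with median-of-ratios scaling, quantile normalization, all 16 time points or the upstream region, with an exact p between 0.0002 and 0.000799. The others include time point 12, which the separation in the paper leaves out, and without it in the test the difference was 0.20 (n = 6 and 8, exact two-sided permutation over 3003 splits, p = 0.000999), a choice made after seeing the scores. On component 1 the first groups differed by 0.03 (exact p = 0.769), and scores ran from -0.44 at time point 4 to 0.28 at aligned time point 12. Scores of the 16 time points on component 2 rose with the mean nuclear coverage (r = 0.547, p = 0.0280, adjusted 0.0700, rho = 0.738, p = 0.00169, adjusted 0.00522 over 5 relations, two-sided permutation tests), with r = 0.759 without time points 10 and 15. Within phases, r was 0.581 (permutation p = 0.0192, adjusted 0.0192) and rho 0.715 (p = 0.00248, adjusted 0.00372), with r = 0.541 without time points 5 and 15.

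**Figure D4:**
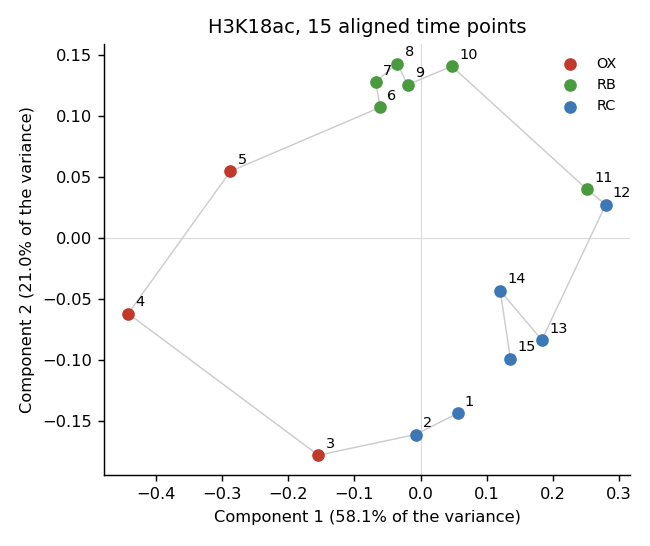
Scores of the 15 aligned H3K18ac time points on principal components 1 and 2, coloured by phase and joined in the order of sampling. Time points 6 to 10 lie highest on component 2, and time point 11 lies next to 12.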

The second component of the second mode separated time-points 6 to 11 from time-points 1 to 5 and 13 to 15, which correspond to high and low oxygen consumption stages of the YMC, respectively. The second component of the first mode showed separation of genes at RB phase from genes associated to OX and RC phases, and that these differences were more pronounced in RNA-seq than in ChIP-seq data, as gene selection and clustering into YMC phases was done on the transcriptomics data.

Regarding histone modifications, N-PLS loading plot (Figure 4C) revealed that the two genomic regions defined to quantify each histone modification (–300 bp to TSS and TSS to +300 bp) were highly correlated, which suggests that a unique region is informative of the chromatin state. In addition, the histone marks plot also indicated that no batch effects or outliers were noticeable in the data (Supplementary Figure 3). 

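For H3K18ac, the upstream and downstream regions were compared in the 5701 genes with a mean coverage of at least 5 in both. Over the 16 time points, the median r per gene was 0.798 (quartiles 0.599 and 0.910, jackknife standard error over time points 0.0293), and r was above 0 in 97.0% of the genes. Regions of randomly paired genes had a median r of 0.152. Across genes within a time point, r was 0.708 ± 0.0365 (SD, n = 16 time points) and lay between 0.656 and 0.774, with genes not independent replicates. Moving the regions 100 bp away from the start on either side had the largest effect, with a median r of 0.599. Among the 3803 genes whose upstream region overlaps no region of another gene, the median r was 0.797. From the loadings of all marks, the paper proposes that a single region describes the chromatin state.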

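In the H3K18ac libraries alone, the labels name no more than 1 sequencing lane and so give no batch to compare. At positions with a coverage of at least 5, no more than 6.77% held equal values in any of the 120 pairs of libraries. Within RB and within RC, 40 measures of quality, component scores, gene sets and named genes were searched for a time point far from the others of its phase by Dixon's test at the 95% level. Such a time point appeared in 15 of the 80 groups, against about 1 in 20 by chance. Measures of related genes are not independent of each other. In 11 of the 15 it was time point 11 in RB, among them component 1 computed on all 16 time points, where its score was 0.24. OX, with 3 time points, is too small for this test.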

Interestingly, N-PLS results also pointed out the relevance of H3K9ac and H3K18ac histone modifications on global gene expression regulation, since the highest loadings in absolute value were obtained for these marks. 

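H3K18ac in the downstream region differed between the phases in 3661 of the 5713 genes tested (limma moderated F test, adjusted p under 0.05). The median range of a gene over the 16 time points was 0.60 on the log2 scale (quartiles 0.42 and 0.92), and 1252 genes (21.9%) had a range above 1. A cubic polynomial of the time-point number, the degree that the authors chose for RNA-seq, gave 3669 genes, of which 2615 had an R2 of at least 0.6. The upstream region gave 4130 of 5755 genes, the largest count among the alternatives that compared phases. Restricting the test to the 2224 genes with a mean coverage under 51, a choice made after seeing the data, gave 1465. Against the mean of RB and RC, 1792 genes were higher and 832 lower in OX. Time point 4 carried much of this contrast, since without it 886 genes were higher and 209 lower. With quantile normalization, 1206 genes were higher and 1670 lower in OX, so which direction held more genes depended on the scaling.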

H3K4me3 was the least important histone modification in global terms, while H3K14ac, H3K56ac and H4K5ac presented intermediate relevance (phases in which these histone modifications peak are displayed in Supplementary Figure 4).

### 3.4. MORE Models Confirmed the Relevance of H3K9ac and H3K18ac

In order to unravel the specificity of the histone mark-gene expression regulation, MORE regression models were calculated for each gene using as predictor variables the normalized read count values at the genomic regions defined for each histone mark ChIP-seq assay. We decided to use only significant regulations having a positive regression coefficient, based on previous studies showing that histone modifications have a positive regulatory role on transcription activation (Berger, 2007). MORE results confirmed the relevance of H3K9ac and H3K18ac, as they appear as significant in the highest number of gene models, 780 and 815 respectively. H3K56ac, significantly associated to 393 genes, followed. When analysing the significant regulations per cluster (Figure 5 and Supplementary Figure 5), we found that H3K9ac regulates the highest proportion of genes in OX and RB phases (37 and 29%, respectively), followed by H3K18ac (31 and 24%). Notably, H3K56ac regulates 21% of genes in the RB cluster, a higher proportion than in the other clusters (13–15%). In the RC cluster, H3K18ac is the most significant histone modification, regulating 37% of the genes.

**Figure 5:**
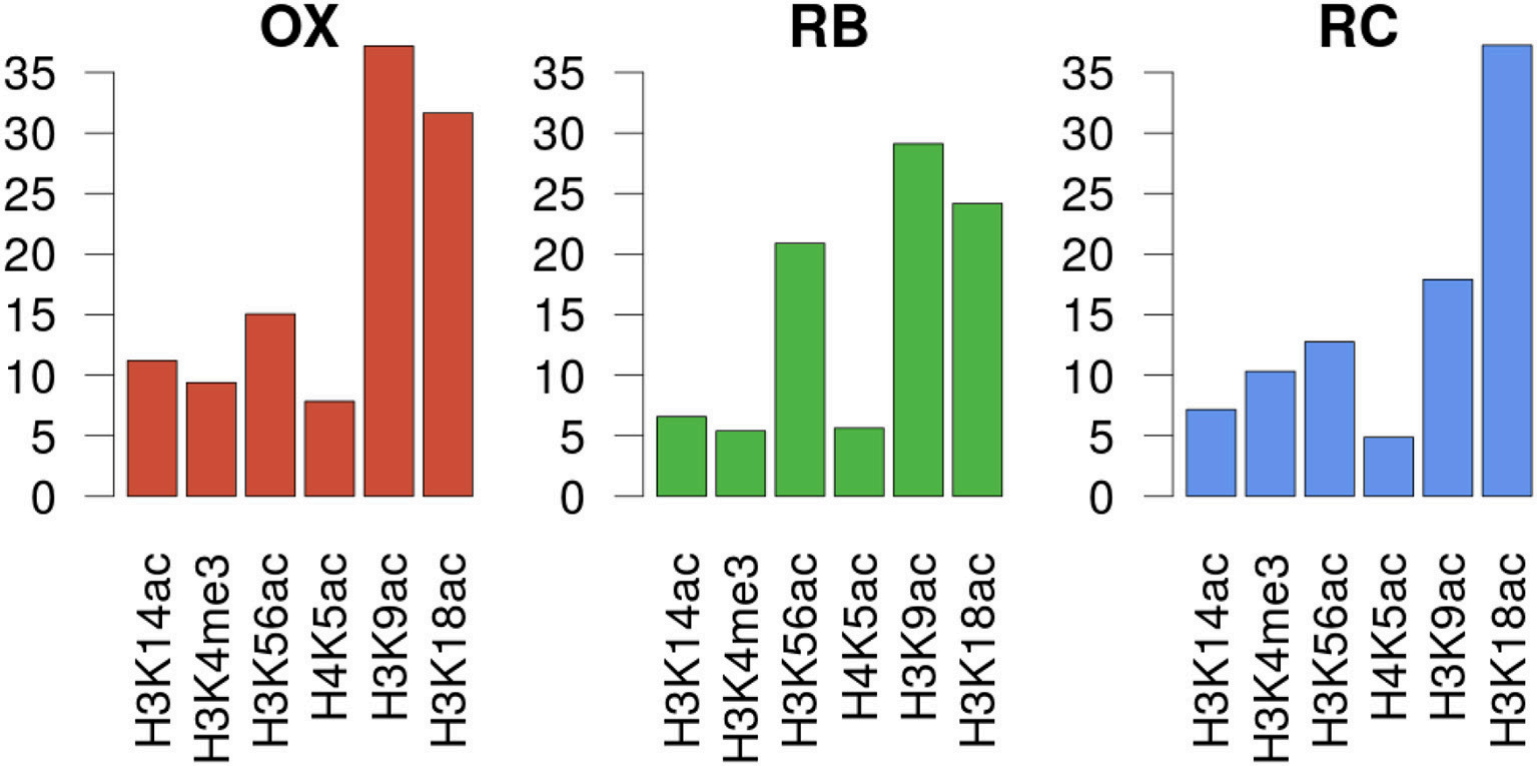
Gene expression regulation by histone modifications per YMC phase. Y axes show the percentage of genes in the cluster that was significantly regulated by each histone modifiation according to MORE models.

In order to understand the impact of histone modifications on the regulation of cellular functions associated to each YMC phase, a functional enrichment analysis of the genes significantly regulated by each histone mark according to MORE was performed separately for each cluster. The results per phase are described next and illustrated in Figure 6 and Supplementary Figure 5.

**Figure 6:**
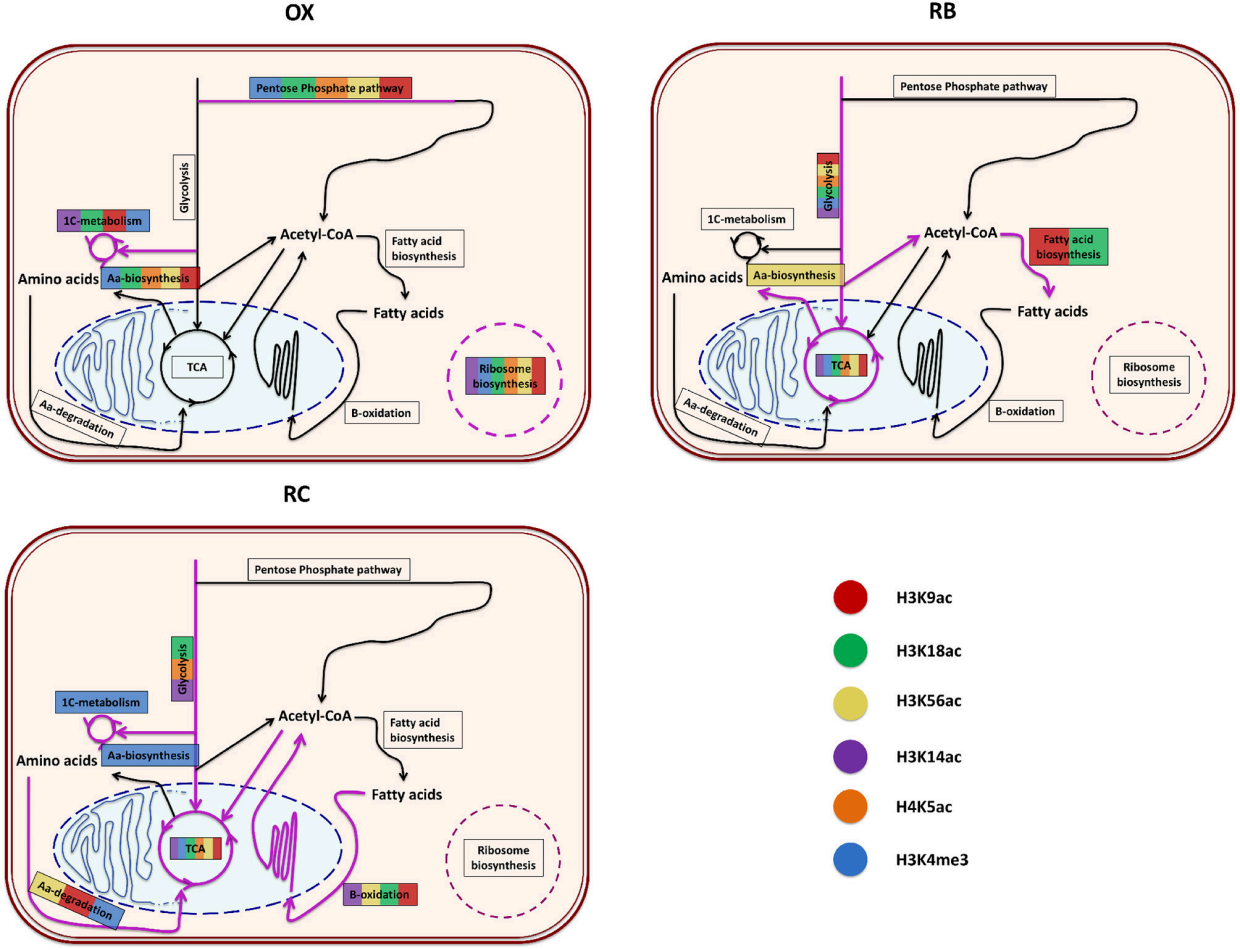
Functional enrichment of the genes that were significantly regulated by each histone modification according to MORE results. For each YMC phase, a diagram summarizes the enriched processes found for each color-coded histone modification. The order or the length of the colored lines present in a particular process has no special meaning, just that the processed was significantly enriched for those histone modifications. The diagrams represent the core metabolic pathways enriched for the different chromatin modifications.

#### 3.4.1. OX Phase

OX phase showed a common trend of regulating translation, ribosomal machinery and nucleotides metabolism. 

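All tested ribosomal protein and ribosome biogenesis genes had more H3K18ac in OX than in the mean of RB and RC. The 129 cytosolic ribosomal protein genes had a median difference of 0.70 (log2), with all 129 above 0 (camera, adjusted p = 4.15e-08 over 33 tests of 11 sets in 3 phases). In the 66 ribosome biogenesis genes it was 0.97, with 66 above 0 (adjusted p = 9.82e-23). Relative to all genes, ribosomal protein genes were at 0.42 to 0.62 in time points 3 to 5, each above every time point of the other phases, and at 0.03 to 0.37 in time points 6 to 10, whereas in the upstream region time point 3 (0.31) lay below time points 7 and 8 (both 0.39). Camera presumes a correlation of 0.01 between genes of a set and called 21 of the 33 tests. Random reassignment of the phases to the time points gave a median of 18 calls and at least 21 in 24 of 100 splits, so camera p are too small to measure chance over time points. The rotation test fry called 14 of these, including ribosome biogenesis in OX (adjusted p = 0.00015) but not ribosomal proteins in OX (0.0518). With the correlation estimated from the data, a choice made after seeing the results, no test was called and the smallest adjusted p was 0.719, the alternative that moved these results most. An exact permutation of the phases over time points, also chosen afterwards, gave adjusted p of 0.0648 for ribosomal proteins and 0.00604 for ribosome biogenesis (two-sided, 960960 arrangements). Of the 129 ribosomal protein genes, 106 had a mean coverage above 51, where the ceiling compresses differences. By the rule set before the data were examined, the genes with the largest differences in OX were DBP2, HAS1 and URA7, among 964 genes called in OX with every OX time point above all others. DBP2 (YNL112W, chromosome XIV, 413639 to 416281), an RNA helicase gene, had a relative coverage of 2.40 ± 0.483 (SD, n = 3) in OX, 0.602 ± 0.150 (n = 6) in RB and 0.763 ± 0.301 (n = 7) in RC, a log2 difference of 1.72 (SE 0.25, limma adjusted p = 8.52e-05). HAS1 (YMR290C, chromosome XIII, 850074 to 851591), a helicase gene of ribosome biogenesis, differed by 1.70 (SE 0.25, limma adjusted p = 8.52e-05), from 2.77 ± 0.542 in OX to 0.778 ± 0.180 in RB and 0.839 ± 0.351 in RC. URA7 (YBL039C, chromosome II, 143989 to 145728) encodes a CTP synthase of nucleotide metabolism and differed by 1.67 (SE 0.22, limma adjusted p = 5.62e-05), from 2.62 ± 0.505 in OX to 0.752 ± 0.163 in RB and 0.787 ± 0.278 in RC. At time point 11, these 3 genes were far below the other RB time points. In the paper, gene models linked the marks to expression, functions were tested for enrichment among the linked genes of each phase, and from the enriched terms it states a shared trend of the marks in OX.

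**Figure D5:**
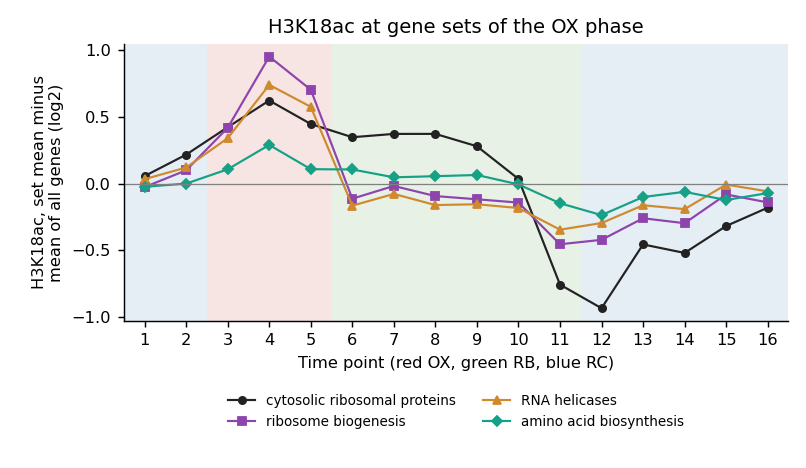
Mean H3K18ac of 4 gene sets minus the mean of all genes tested (log2) at the 16 time points, with background colours for OX (red), RB (green) and RC (blue). Ribosomal protein genes are at 0.62 at time point 4, 0.28 at 9, 0.03 at 10 and -0.76 at 11, and ribosome biogenesis genes at 0.95 at 4 and -0.11 at 6.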

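The 70 amino acid biosynthesis genes had a median log2 difference in H3K18ac of 0.28 in OX, with 65 of 70 above 0 (camera, adjusted p = 1.14e-05). Fry gave an adjusted p of 0.0162 and the exact permutation of phases 0.0195. Relative to all genes, each OX time point lay above all others by a small margin, with 0.107 at time point 3 against 0.106 at time point 6, and this was lost with median-of-ratios scaling (0.105 against 0.106) and the correction for the ceiling (0.174 against 0.202). In RC the median was -0.21 (adjusted p = 2.14e-06). The OX median was positive under every scaling, from 0.13 with quantile normalization to 0.45 with the correction for the ceiling.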

Except H4K5ac, every other histone modification was involved in amino-acid metabolism. H3K9ac, H3K18ac, H3K14ac and H3K4me3 were specifically linked with one-carbon metabolism and methylation through the terms *Methyltransferase activity, Asparagine biosynthetic process or Glutathione metabolism*. 

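For H3K18ac, 25 of the 27 RNA helicase genes tested were higher in OX, with a median difference of 0.79 (camera, adjusted p = 3.93e-08, fry, adjusted p = 0.00015). The exact permutation of phases gave an adjusted p of 0.00161. Their mean relative to all genes was 0.55 ± 0.20 (SD, n = 3) in the OX time points and -0.13 over the other 13. In RB the median was -0.54 and in RC -0.31, and the OX median stayed above 0 under every scaling. Another 2 genes of the set were under the coverage minimum. The set is a list of RNA helicases chosen by symbol, not the paper's broader term. It includes HAS1, a gene of ribosome biogenesis, and RRP3, which is also in the ribosome biogenesis set. This result is therefore not independent of that for ribosome biogenesis.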

H3K56ac, H3K18ac and H4K5ac showed overrepresentation of *helicase activity* genes. H3K18ac and H4K5ac were also enriched in terms related to cell cycle regulation (*Cell division* and *Mitotic recombination*) but, contrary to our expectations, this was not the case for mark H3K56ac, previously reported to be linked to histone deposition in S-phase (Li et al., 2008).

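The cell division set holds 49 genes with a CLN, CLB or CDC symbol, without CDC19. It was chosen by name and is not the paper's functional term. The 49 cell division genes had a median H3K18ac difference of 0.07 in OX, with 30 of 49 above 0, close to the median of 0.06 for all genes. Camera placed the set below all genes without calling it (adjusted p = 0.835), whereas fry placed it above 0, also without a call (adjusted p = 0.183). With median-of-ratios scaling the median was -0.01, against -0.02 for all genes, and with quantile normalization -0.05, against -0.04. An exact permutation of phases gave an adjusted p of 0.551. Mean centred values of the set were 0.05 ± 0.05 (SD, n = 3) in OX and 0.05 ± 0.07 (n = 6) in RB. Relative to all genes they were -0.03 ± 0.10 in OX and 0.09 ± 0.04 in RB.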

#### 3.4.2. RB Phase

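H3K18ac at the 17 glycolysis genes did not differ detectably between RB and the mean of the other phases. The median log2 difference was -0.05 and the mean 0.01, with 7 of 17 genes above 0 (camera upward, adjusted p = 0.164, fry downward, adjusted p = 0.980). The median of all genes was -0.08, so the set lay slightly above it, as with median-of-ratios scaling (0.04 against 0.01), quantile normalization (0.10 against 0.02), the ceiling correction (0.08 against -0.04) and a region of 500 bp (0.02 against -0.04). Quantile normalization called the set higher in RB (adjusted p = 0.00475), as did depth as a covariate (0.00971) and leaving out time point 3 (0.0218), within a range of 0.00475 to 0.980 over all alternatives. All 17 genes had a mean coverage above 51. Camera called a median of 18 of the 33 tests under random phases, so its p are too small to measure chance here as well. Among mitochondrial sets, the 15 TCA cycle genes were all higher in RB, with a median of 0.25 (adjusted p = 3.29e-10, fry 0.0293, exact permutation 3.43e-05, camera with the correlation estimated 0.719). Part of this contrast is the low level in OX. Relative to all genes, the TCA cycle set was at 0.17 ± 0.06 (SD, n = 6) in RB, 0.01 ± 0.06 (n = 7) in RC and -0.36 ± 0.36 (n = 3) in OX. In the upstream region, the RB time points, at -0.01 to 0.18, overlapped with those of RC, at -0.02 to 0.19. The 31 oxidative phosphorylation genes had a median of 0.10, with 22 above 0 (adjusted p = 1.02e-06, fry 0.299, exact permutation 0.00626, camera with the correlation estimated 0.731). The 69 mitochondrial ribosome genes had a median of -0.08, with 9 above 0 (adjusted p = 0.310). Their median stayed near that of all genes with median-of-ratios scaling (0.01 against 0.01) and was 0.04 against 0.02 with quantile normalization, which called the set higher in RB (adjusted p = 0.0304).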

RB phase was characterized by the regulation of sugar metabolism, which is associated to all histone modifications, coupled with a regulation of mitochondrial activity, from which H3K4me3 and H3K56ac were excluded. 

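For the 21 phospholipid biosynthesis genes, the median H3K18ac difference in RB was -0.01, with 10 of 21 above 0 (camera upward, adjusted p = 0.164, fry downward, adjusted p = 0.804). Against the medians of all genes, which were -0.08 here, 0.01 with median-of-ratios scaling, 0.02 with quantile normalization and -0.04 with the ceiling correction, the set was at 0.07, 0.08 and 0.06 under the last 3, and quantile normalization called it (adjusted p = 0.0463). The 49 cell division genes had a median of 0.01 and a mean of 0.05 in RB, with 26 above 0, against a median of -0.08 for all genes (camera, adjusted p = 0.00179). Fry (0.615) and camera with the correlation estimated (0.731) did not call them, the exact permutation of phases did (0.0101), and in the upstream region the median was -0.08, against -0.12 for all genes. Only 41 genes were called in RB with all 6 RB time points above every other, and HCM1, CSI2 and MCD1 had the largest differences among them. HCM1 (YCR065W, chromosome III, 229310 to 231004) encodes a transcription factor of the cell cycle and had a relative coverage of 1.59 ± 0.252 (SD, n = 6) in RB, 0.786 ± 0.282 (n = 3) in OX and 0.792 ± 0.114 (n = 7) in RC, a log2 difference of 0.94 (SE 0.13, limma adjusted p = 0.00035). CSI2 (YOL007C, chromosome XV, 311342 to 312367) differed by 0.90 (SE 0.12, limma adjusted p = 0.000332), with 1.72 ± 0.367 in RB, 0.874 ± 0.176 in OX and 0.852 ± 0.0907 in RC. MCD1 (YDL003W, chromosome IV, 444683 to 446383), which encodes a cohesin subunit, differed by 0.87 (SE 0.11, limma adjusted p = 0.000215), with 1.44 ± 0.265 in RB, 0.737 ± 0.108 in OX and 0.735 ± 0.0998 in RC.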

Genes involved in phospholipid metabolism were enriched in H3K9ac and H3K18ac regulations, while cell cycle appeared to be controlled by H3K18ac and H3K4me3 marks. H3K9ac, H3K14ac and H4K5ac were significantly enriched in *Biosynthesis of secondary metabolites* functionalities.

#### 3.4.3. RC Phase

This phase was arguably the most diversified among the histone modification regulatory landscape. 

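In RC, H3K18ac at the 15 TCA cycle genes had a median difference of 0.07, with 10 of 15 above 0 (camera, adjusted p = 0.287, exact permutation 0.551). The upstream region gave 0.21 and called the set (adjusted p = 0.00961). At the 31 oxidative phosphorylation genes the median was -0.01, with 14 of 31 above 0 (adjusted p = 0.493), and 0.08 in the upstream region. Glycolysis genes had a median of 0.07 and a mean of 0.15, with 14 of 17 above 0 (adjusted p = 0.0587, fry 0.183). This set was called with the upstream region (0.00180) and by the exact permutation of phases (0.0113). It was also called without time point 4 (adjusted p = 0.0158), 3 (0.0233), 15 (0.0259), 12 (0.0357), 9 (0.0436) or 8 (0.0485), within a range of 0.00180 to 0.781 over all alternatives. Much of this contrast is the low level in OX. Relative to all genes, the glycolysis set was at 0.07 ± 0.07 (SD, n = 7) in RC, 0.02 ± 0.05 (n = 6) in RB and -0.21 ± 0.16 (n = 3) in OX. There it was called lower by camera (adjusted p = 0.0218) and the exact permutation (0.0170), but not by fry (0.333). In OX the TCA cycle genes had a median of -0.33, with 0 of 15 above 0 (adjusted p = 3.35e-07), and their mean relative to all genes was -0.78 at time point 4.

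**Figure D6:**
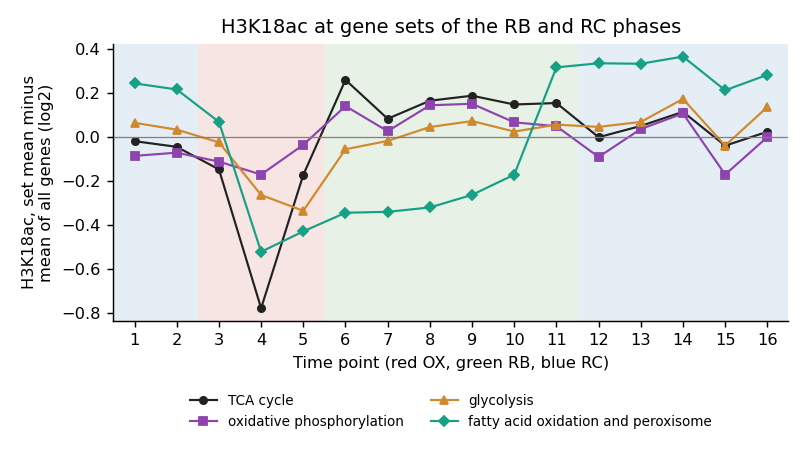
Mean H3K18ac of 4 gene sets minus the mean of all genes tested (log2) at the 16 time points, with background colours for OX (red), RB (green) and RC (blue). The TCA cycle genes are lowest at time point 4 (-0.78), and the fatty acid oxidation and peroxisome genes rise at time point 11 (0.32).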

The tricarboxylic acid (TCA) cycle was regulated by all modifications through *Oxidative phosphorylation* and *Electron transport chain*, whereas Glycolysis was only enriched at H4K5ac, H3K18ac and H3K14ac. 

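The 48 genes of fatty acid oxidation and the peroxisome had a median H3K18ac difference of 0.35 and a mean of 0.51 in RC, with 43 of 48 above 0 (camera, adjusted p = 5.28e-10). Fry gave 0.00408, the exact permutation of phases 0.00548 and camera with the correlation estimated 0.719, whereas camera at its preset correlation gave a median of 18 calls in 33 tests under random phases. Their mean relative to all genes was 0.28 ± 0.06 (SD, n = 7) in the RC time points and -0.22 over the other 9, of which time point 11, at 0.32, overlapped with RC. In RC, 53 genes were called with all 7 time points above every other, led by SOL4, PEX9 and CTT1. PEX9 (YMR018W, chromosome XIII, 310208 to 311752), a gene of import into the peroxisome, had a relative coverage of 1.28 ± 0.260 (SD, n = 7) in RC, 0.511 ± 0.247 (n = 3) in OX and 0.426 ± 0.104 (n = 6) in RB, a log2 difference of 1.3 (SE 0.15, limma adjusted p = 0.000151), with time point 11 far above the other RB time points. SOL4 (YGR248W, chromosome VII, 985972 to 986739) differed by 1.32 (SE 0.20, limma adjusted p = 0.000502), with 2.23 ± 0.215 in RC, 0.726 ± 0.491 in OX and 1.14 ± 0.426 in RB. CTT1 (YGR088W, chromosome VII, 654634 to 656322), which encodes a catalase, differed by 1.25 (SE 0.20, limma adjusted p = 0.00059), with 2.63 ± 0.190 in RC, 1.04 ± 0.727 in OX and 1.26 ± 0.447 in RB.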

H3K14ac and H3K4me3 appeared to coordinate the regulation of ethanol metabolism genes, while H3K9ac associated to fatty acid metabolism together with H3K18ac, H3K56ac and H3K14ac. H3K18ac and H3K56ac combined to target genes within *cell division* functionalities, while H3K56ac, H3K9ac and H3K4me3 were related to amino-acid degradation processes. 

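At the 49 genes of the cell division set, chosen by symbol, H3K18ac was lower in RC than in the mean of OX and RB. The median difference was -0.09, with 13 of 49 above 0 (camera, adjusted p = 0.0256, fry 0.0336). The exact permutation of phases gave 0.0877, leaving out time point 5 gave 0.0694, and the upstream region gave a median of 0.03, against 0.08 for all genes (adjusted p = 0.204). Mean centred values of the set were -0.06 ± 0.05 (SD, n = 7) in RC, and relative to all genes also -0.06 ± 0.05.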

H3K56ac seemed to be the only mark associated to genes involved in *Histone acetylation* while H3K4me3 the only histone modification enriched in one-carbon metabolism genes.

## 3.5. MORE Identifies Most Relevant TFs for YMC Regulation

TFs are believed to work tightly with histone modifications to regulate gene expression. We used the MORE approach to identify key TFs of the YMC that complement histone mark regulation of gene expression. According to Yeastract database (Teixeira et al., 2017), 109 transcription factors were present among our DEGs. Yeastract database also provided the potential target genes for each TF, and this information was used to calculate MORE regression models. MORE results indicated that 105 TFs were significantly associated to 2480 genes. TFs that were regulating a significantly higher proportion of genes in the MORE models compared to Yeastract annotations were selected for further analysis. These TFs included Sfp1, Hfi1, Asg1, Ppr1, Ste12, Ylr278c, Cup9, and Dat1 at OX-phase, Yhp1 at the RB-phase, and Mig2, Pip2, Xbp1, and Cin5 at the RC-phase, making a total of 13 significantly over-represented (FDR adjusted *p*-value < 0.05) TFs within MORE models.

A functional enrichment analysis on the genes significantly regulated by each of these 13 over-represented TFs (Figure 7) showed that these genes were involved in functions related to metabolic sensing, chromatin structure, and *cell cycle regulation*. Sfp1 appeared to be involved in the transcription of *ribosome*, nutrient response, *G2/M transitions*, DNA damage, and histone exchange. Hfi1 played a role in translation, aminoacid and nucleotides biosynthesis and nucleotide cleavage via *Helicase activity*. Pip2 was associated to lipid metabolism, amino-acid and carbohydrate metabolism and *citrate cycle*. Mig2 contributed to carbohydrate and amino-acid metabolism as well as *TCA cycle*, and was involved in endonuclease cleavage, *mitotic cell cycle* and *endocytosis*. Yhp1 enriched functions were *ribosome, helicase activity* and cell cycle regulatory control. Xpb1 and Ppr1 were involved in the cell cycle via cyclin regulation, but also in *ethanol metabolism* and showed regulation of various metabolic pathways, including carbohydrate and amino-acids metabolism. Cin5 was involved in stress response and metabolic response, in the context of the YMC this is mostly related to redox changes, and the regulation of glycolysis, and amino-acid metabolism. Ste12 was also involved in the *DNA replication* and fatty acid metabolism, Cup9 showed enrichment of glycolysis-related functionalities and Dat1 was involved in metabolic regulations in response to hipoxia, with nucleotide metabolism upregulated, which was also linked to Asg1. Ylr278c showed association with chromatin remodeling functionalities (*RSC complex* among others), as well as *Helicase activity* and other nucleotide repairing properties.

**Figure 7:**
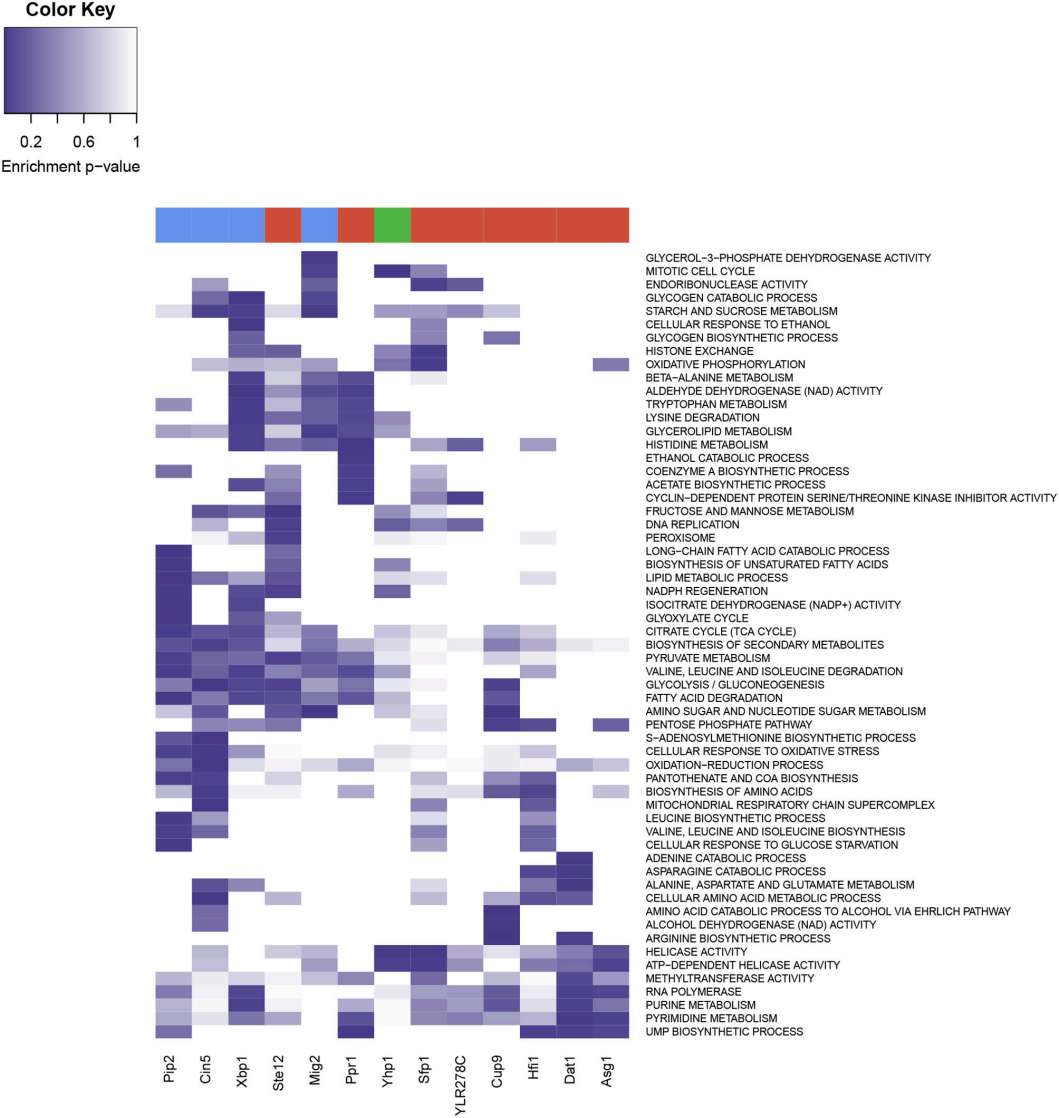
Heatmap from the functional enrichments of Transcription Factors. Rows display the different enriched GO and KEGG terms, and color intensity represent the *p*-value of the significance test. Transcription factors are present in the columns, at the top of each column three colors represent the three YMC phases (red for OX, green for RB and blue for RC).

## 3.6. Gene Expression Co-Regulation by Histone Modifications and TFs

After separately studying the role of histone modifications and TFs on gene expression regulation, the results were combined to search for co-regulatory activity between these two types of regulation. First, an independence test (section 2.8) was applied to study if a given pair TF-histone modification was significantly present in a common set of genes. TFs considered for this analysis were the 13 over-represented factors previously described. Three of all the tested combinations gave significant results: histone modification H3K18ac associated with transcription factors Hfi1, Pip2 and Xbp1 (FDR adjusted *p*-values < 0.05).

Next we compared the functional enrichment results obtained independently for histone modifications and TFs (Figure 8). For this analysis, we compared the 5 most relevant TFs (FDR adjusted *p*-value < 1.1*e* − 9) with all studied histone modifications. Figure 8 includes bar plots indicating the proportion of genes regulated within each YMC phase by each regulator in the table. In general, it is expected a higher proportion of regulated genes for histone modifications. This is simply due to the fact that all genes have their corresponding histone modification measurement but not all the genes have an associated TF according to Yeastract database. In OX phase, we found a relative higher number of genes regulated by Sfp1 and Hfi1 together with H3K9ac and H3K14ac. For RB phase, Yhp1 and H3K56ac seemed to be more important, while the number of significantly regulated genes for Mig2 and H3K18ac was higher in RC phase.

**Figure 8:**
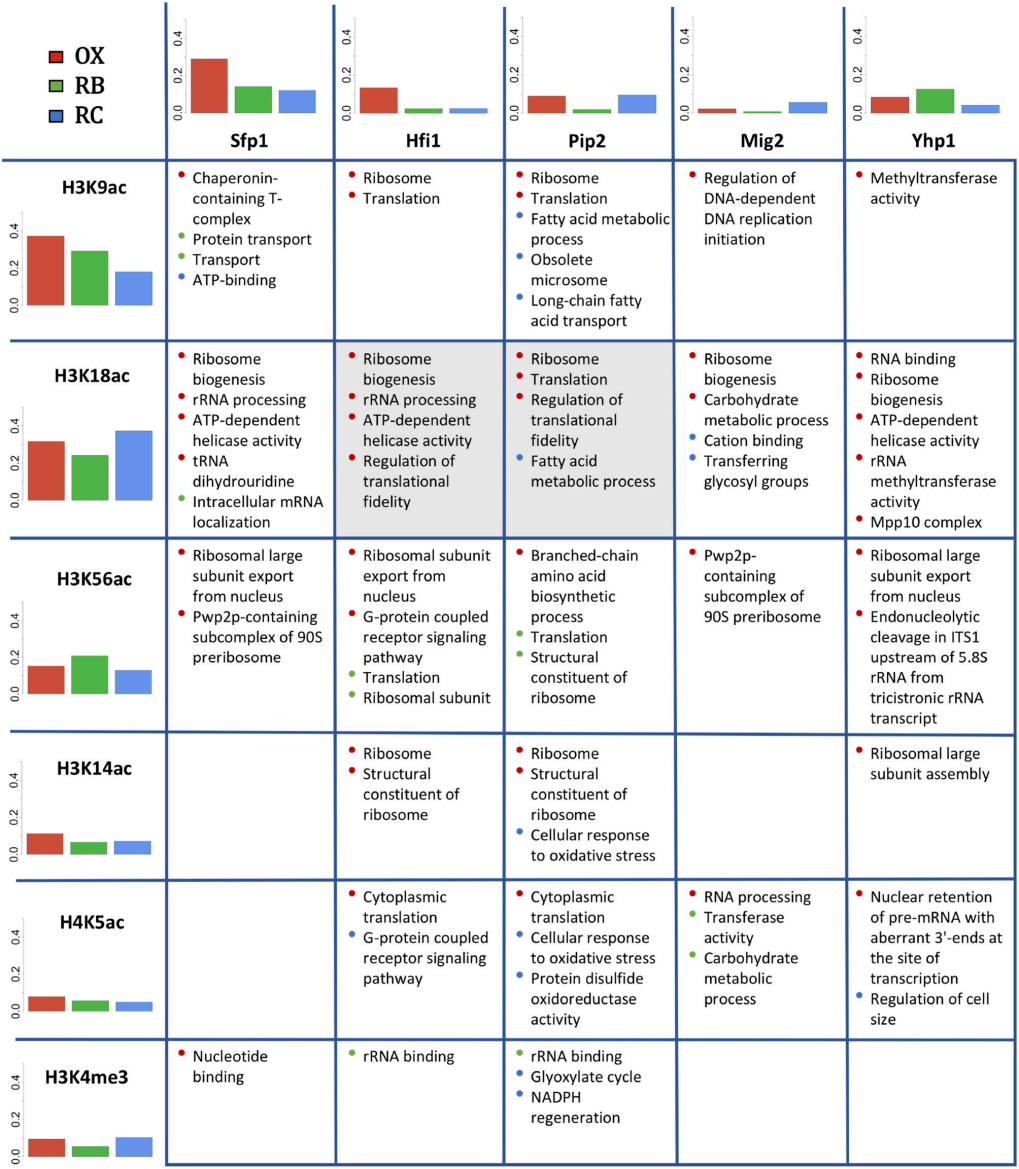
Co-regulation study for histone modifications and TFs. In rows, the studied histone modifications. In columns, the 5 most relevant TFs. Bar plots show the proportion of genes significantly regulated by each histone modification or TF within each cluster (YMC phase). The table displays the common enriched functional terms for each pair TF-histone modification. The color of the bullets refers to the cluster for which the functional term was enriched. Cells in gray color indicate that the corresponding pair TF-histone modification was co-regulating a significant number of genes (see section 3.6).

Comparative functional analysis revealed functionalities shared between histone modifications and TFs, most of which were consistent with the functions individually attributed to each regulatory element. For instance, H3K9ac, H3K18ac and H3K56ac share OX phase-related functionalities with all the TFs, including *Ribosome biogenesis, Translation* or *Helicase activity* among others. H3K14ac also shared some of these functionalities but only with TFs Hfi1, Pip2 and Yhp1. RB-phase did not show high overlap between histone modifications and TFs associated processes, H3K56ac shared *Ribosomal* and *Translation* functions with Hfi1 and Pip2, while H4K5ac shared *Carbohydrate metabolic process* with Mig2. Pip2 seemed to be the TF with the highest functional cooperation with histone modifications in RC-phase, showing common functionalities with H3K9ac, H3K18ac, H3K14ac, H4K5ac and H3K4me3, that include *Fatty acid metabolic process, Long-chain fatty acid transport* and *NADPH regeneration* among others.

## 4. Discussion

Temporal profiles of gene expression along the YMC have been widely studied by different authors (Klevecz et al., 2004; Tu et al., 2005; Slavov et al., 2011). However, little is still known about the regulatory effect of histone modifications on gene expression in the YMC. The pioneering study of Kuang et al. (2014) analyzed chromatin state data and its impact on gene expression in YMC. Their correlation analysis showed an association between histone modifications and YMC phases, but did not identify which particular genes were significantly regulated by each histone mark.

In this work, we recovered RNA-Seq and ChIP-Seq data from Kuang et al. (2014) study, and complemented them with an additional histone modification (H3K18ac). We re-processed ChIP-seq samples to obtain comparable chromatin state measurements, and redid the RNA-seq differential expression analysis to refine the clustering of the genes into the three YMC phases. We applied, for the first time in this context, an integrative strategy based on multivariate regression models that allowed us to elucidate interplay of histone modifications and TFs on the modulation of gene expression during the YMC.

The differential gene expression analysis was the starting point of the study and 2552 differentially expressed genes obtained with maSigPro method constituted the set of genes used for downstream analyses. The clustering of these genes into the three YMC phases (Figure 2) outperformed the previous clustering efforts (Kuang et al., 2014) according to the Silhouette quality indicator (Supplementary Figure 2), hence providing a solid landscape to conduct the omics integration analyses.

The multi-omic exploratory approach using a N-PLS multi-way regression model (Figure 4) confirmed the data was free of outliers and batch effects, and also the expected distribution of time points and genes in concordance with the YMC phases. An important conclusion that can also be drawn from the N-PLS results for histone modifications is that H3K9ac and H3K18ac were the main marks involved in changes of gene expression. Interestingly, these changes were mostly explained by the components that best separated the RC phase from the other YMC phases. As these differences corresponded to the separation of high and low oxygen consumption, it could be hypothesized that chromatin changes have the highest impact on gene expression through the change in cellular redox state. These results are in line with a YMC division into two phases (HOC and LOC) based on the oxidative state of the cell as proposed in Mellor (2016).

While N-PLS allowed to globally explore the relationship between gene expression and histone modifications, the MORE method provided the framework for studying the specifics in the regulation of the expression of each particular gene. Hence, MORE generalized linear models identified which histone marks and TFs significantly associated to each gene along the YMC. MORE models confirmed the N-PLS results that revealed H3K18ac and H3K9ac as histone modifications with the highest impact on gene expression, since they were significantly regulating a larger proportion of genes with cycling transcripts. While both of them show a similar relevance in OX and RB phases, H3K18ac alone gains importance in the RC phase. We can also highlight here the contribution of H3K56ac to the regulation of the RB cluster. Additionally, our analyses highlighted a set of 13 TFs as key for the YMC regulation. We hypothesize that combination of histone modifications and TFs are capable of shaping the YMC, and propose they act cooperatively across the cycle to contribute to gene expression regulation needs.

The functional enrichment analysis revealed that H3K9ac and H3K18ac target genes were mostly involved in ribosome activity and translation in OX phase, in mitochondrial activity and glycolysis in RB phase, and in fatty acid degradation during the RC phase. Results for H3K9ac are in agreement with those reported in Kuang et al. (2014) (H3K18ac was not included in that study), which were derived from the functional enrichment of genes within each YMC phase. Thus, our findings support these two histone marks as primarily responsible for driving clusters functionalities. Previous studies have pointed to the relevance of acetyl-CoA in coordinating gene expression through protein acetylation levels (Wellen et al., 2009), which peak toward the end of OX phase (Cai et al., 2011). This correlates with positive regulation of CHO metabolism as cells enter the RB phase. 

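In RB, 347 genes had a higher H3K18ac than in the mean of OX and RC and 1336 had a lower one (limma, adjusted p under 0.05), against 1314 higher and 1443 lower in RC. The phase with the highest mean was OX in 49.9% of the 5713 genes, RC in 35.7% and RB in 14.3% (95% Wilson intervals 48.6 to 51.2%, 34.5 to 37.0% and 13.5 to 15.3%, which cover counting error only and take genes as independent). Every time point of the phase lay above all others in 985 genes for OX (17.2%, against 0.179% by chance), 53 for RC (0.928%, against 0.00874%) and 41 for RB (0.718%, against 0.0125%). The chance values take the time points as exchangeable. Neighbouring time points resemble each other, so slow change along the cycle can exceed these values too and is not told apart from the phases. The size of the differences between phases depended on the scaling. Quantile normalization gave 999 genes higher and 815 lower in RB and 28.6% of genes highest there, and median-of-ratios scaling gave 785 and 786, with 25.7%. The correction for the ceiling gave 671 genes higher in RB and a share of 23.1%, and contained all 347 genes called without it. RB remained the phase with the smallest share and the fewest higher genes in each of these, also with any 1 time point left out for the shares. Random reassignment of the phases gave a share in the place of RB as small in 14 of 100 splits, and in 34 with quantile normalization and 23 with the correction for the ceiling, so chance is not excluded for it. OX and RC changed order, since in the upstream region 2155 genes were higher in RC and 1415 in OX.

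**Figure D7:**
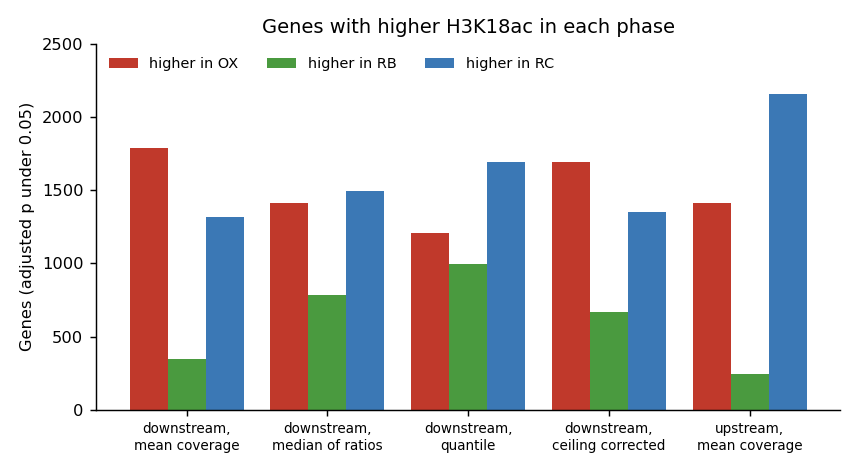
Number of genes with a higher H3K18ac in OX, RB and RC (limma, adjusted p under 0.05) under 5 combinations of region and scaling. The RB bar is the lowest of the 3 in each combination, with 347 genes in the first and 999 with quantile normalization.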

Interestingly, although activation of glycolysis has been linked to acetylation of genes involved in this metabolic pathway, the RB phase presents the lowest number of acetylated genes in the YMC.

Association analysis between histone modifications and TFs suggested Pip2 and Hfi1 to combine with H3K9ac and H3K18ac to drive the OX phase. Interestingly, H3K56ac also shared ribosome functionalities with Sfp1, Hfi1, Mig2 and Yhp1 in the OX phase, and translation functionalities with Hfi1 and Pip2 in RB phase. This putative function in transcription control is likely to be related to its role in histone turnover at promoters (Rufiange et al., 2007) whereas H3K56ac role in cell division in the RC phase is more associated to its role in compaction of DNA into chromatin following DNA replication and repair (Kurdistani and Grunstein, 2003), linked to peak levels of H3K56ac in S phase of the cell cycle; the role of H3K56ac in replication was previously linked to the RB phase of the YMC (Cai et al., 2011). Pip2 is the main regulator of RC phase in coordination with the histone modifications (Figure 8), which presumably drive the fatty acid metabolic capabilities of this phase, consistent with the fatty acid response functionalities associated to Pip2 (Karpichev et al., 1997; Baumgartner et al., 1999). Overlapping functionalities for H3K9ac and H3K18ac with Pip2 revealed a possible coordination of the marks and the transcription factor to drive fatty acid metabolic processes in RC phase, while Pip2 association with H3K14ac, H4K5ac and H3K4me3 is more consistent with the response to changes in redox conditions.

Co-regulation analysis revealed that H3K18ac shared a significant number of genes precisely with Pip2 and Hfi1. Pip2 triggers the regulation of genes required for beta-oxidation (Karpichev et al., 1997), while Hfi1 is required for the acetylation mechanisms of SAGA complex. Thus, our results capture the central concept of the YMC, the link between metabolism and the mechanism for driving chromatin structural changes via lysine acetyl transferases leading to the expression of genes that drive metabolism. This can also be observed at the H4K5ac and Mig2 pair, which share the common function of *carbohydrate metabolic process* (Figure 8), which is an important RB phase pathway, possibly driven by the glucose-response activities previously described for Mig2 (Fernández-Cid et al., 2012). Pip2, Xbp1, Cin5, Ste12, and Cup9 also showed involvement in metabolic response, mostly through fatty acid and glucose metabolism, but they were not associated with any of the histone modifications. Other major cell functions such as the cell cycle were associated with transcription factors (Yhp1, Asg1, Ste12, Cin5) and histone modifications (H3K18ac, H3K56ac, H4K5ac), although no associations between them were detected.

Although H3K4me3 was not associated with the regulation of a high number of genes (Howe et al., 2017), it is worth mentioning this modification is associated to genes involved in synthesis of amino acids, and specifically one-carbon metabolism. Histone methylation dynamics have been related to availability of methionine and regulation of one-carbon metabolism, which in turn is the main supplier of S-adenosyl methionine for protein methylation (Mentch et al., 2015). H3K4me3 did not show a substantial overlap with any of the TFs, which might suggest a role independent from the selected TFs.

All together, the present study reveals the interplay between transcription factors and histone modifications in the regulation of YMC gene expression. The usage of multivariate and regression models has helped to improve the conclusions gathered in previous studies with more detailed functional characterization of the YMC, and allowed to identify H3K9ac and H3K18ac as the main histone modification drivers that define this biological cycle, being the main contributors to the regulation of fatty acid and aminoacids metabolism, glycolysis and TCA. The present study also identified 10 TFs that may be important for YMC regulation. Many associations were found between cellular functions enriched at TFs and histone mark regulatory models, offering a possible landscape in which these two molecular levels might cooperate to drive changes in gene expression that shape the YMC phases. Although metabolomic data was not analyzed here, we were able to capture the relationship between histone modifications and cellular metabolic state through functional analyses, suggesting that a future incorporation of metabolomics and chromatin accessibility data will contribute to further understand the set of molecular regulatory mechanisms behind the YMC.

## Data Availability Statement

H3K9ac, H3K14ac, H3K56ac, H3K4me3, and H4K5ac ChIP-Seq datasets and gene expression data can be accessed from GEO repository GSE52339. H3K18ac ChIP-Seq data can be accessed at GEO repository GSE118889.

## Author Contributions

VS-G processed histone modifications datasets, modeled gene expression data, applied N-PLS and MORE regression methods, contributed to co-regulation and functional enrichment analysis, created some of the figures and participated in manuscript drafting. SC-G contributed to data processing, integrative analysis, functional and co-regulation analysis, biological interpretation, creation of the figures and wrote the manuscript. MU contributed to data integration analyses. ZK conducted the data collection. JM studied concept, collaborated in the biological interpretation of results, and reviewed the manuscript. AC studied concept, designed the analysis strategy, supervised work, and drafted the manuscript. ST designed the integrative analysis strategy, supervised work, created some figures and wrote the manuscript.

### Conflict of Interest Statement

SC-G is employed by company BioBam Bioinformatics S.L., AC is co-founder in the company. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Elucidating the Role of Chromatin State and Transcription Factors on the Regulation of the Yeast Metabolic Cycle: A Multi-Omic Integrative Approach
**Source:** Front Genet. 2018 Nov 30;9:578. doi: 10.3389/fgene.2018.00578
**Supplement:** Supplementary file 1

# Elucidating the regulation of the Yeast Metabolic Cycle through the integration of gene expression and chromatin status

## Supplementary material

**Figure 1.** PCA on differentially expressed genes. Score plot from the PCA performed with the 2552 differentially expressed genes..... 3

**Figure 2** Silhouette plot of the gene clustering in this project (up) and in (Kuang, et al., 2014), (bottom). RC genes (blue), RB (green) and OX (red). ..... 4

**Figure 3.** Histone modification loading plot colored and shaped according to batches and sequencing technologies. .... 5

**Figure 4.** Histone modification loading plot colored according to the phase of the higher proportion of associated genes.....6

**Figure 5.** Heatmap from functional enrichments of the histone modifications target genes.....7

  

**Table 1.** Elements of the core sorted by the percentage of explained variation. .... 5

## PCA on differentially expressed genes

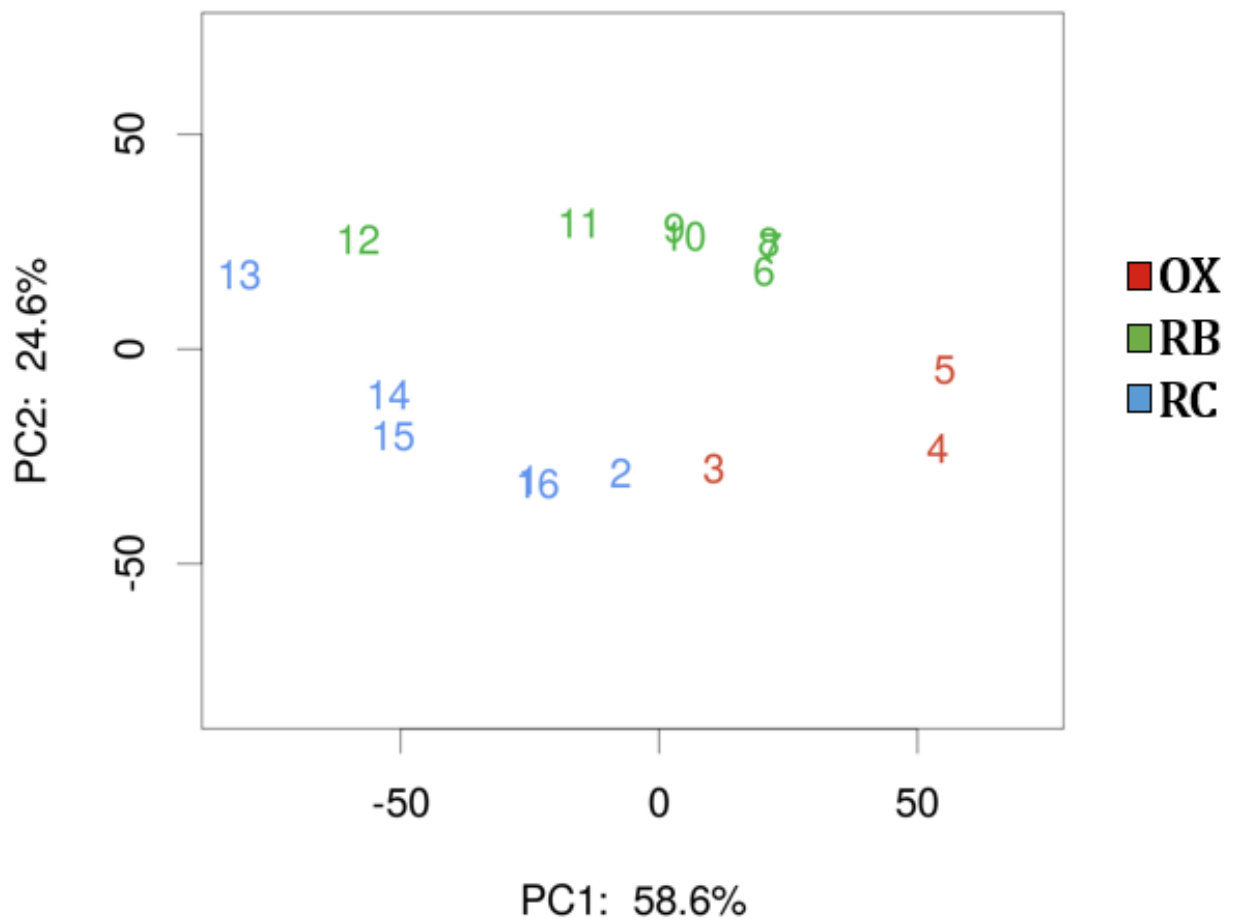

**Figure 1.** PCA on differentially expressed genes. Score plot from the PCA performed with the 2552 differentially expressed genes.

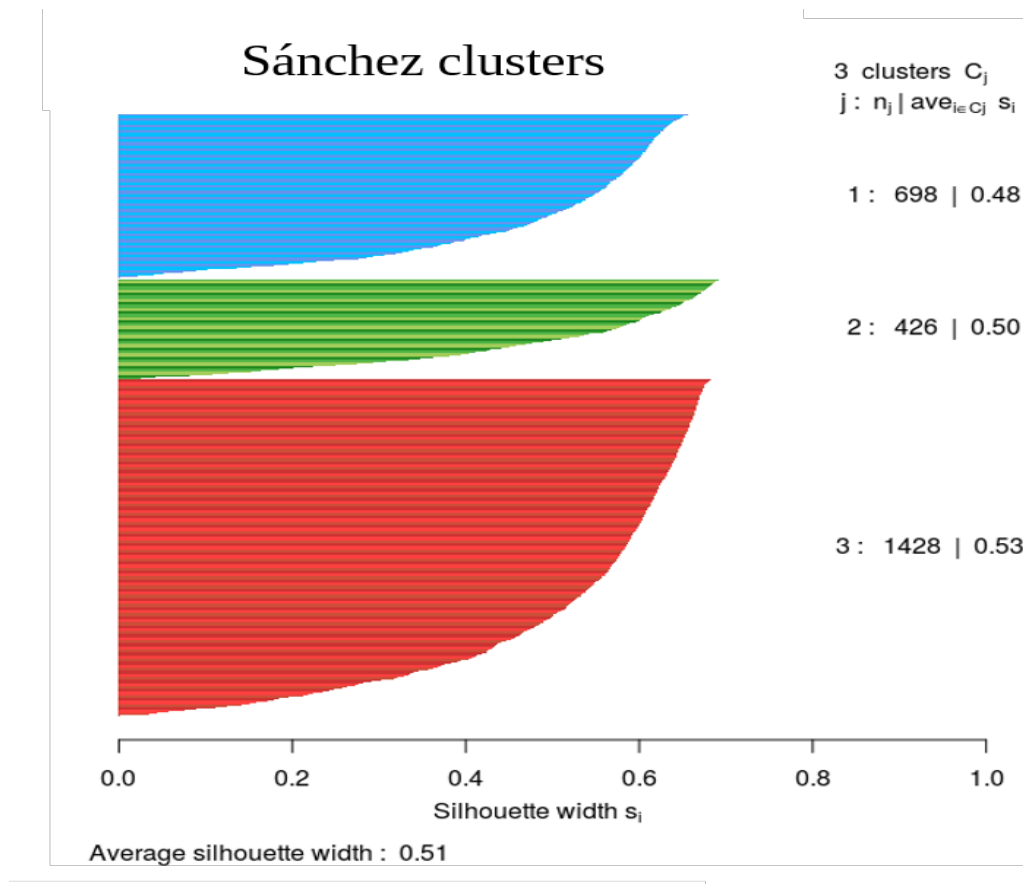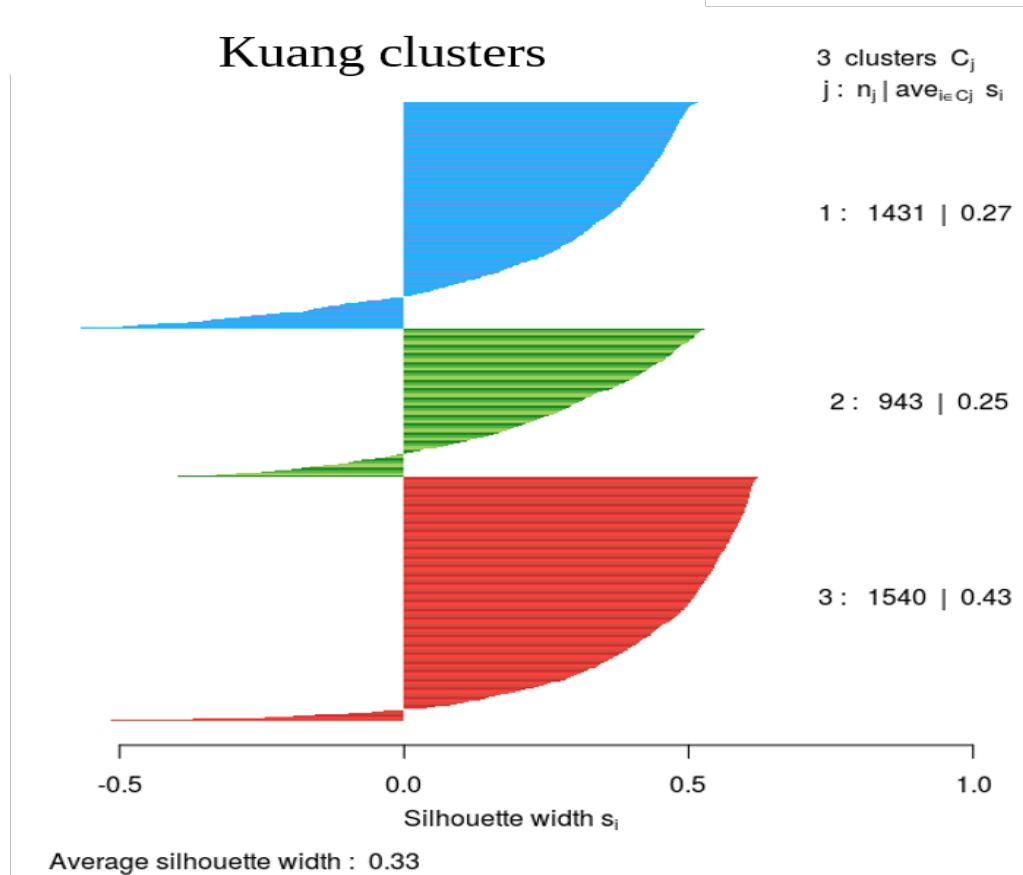

**Figure 2** Silhouette plot of the gene clusters from this project (up) and from (Kuang, et al., 2014), (bottom). RC genes (blue), RB (green) and OX (red).

**Table 1.** Elements of the core sorted by the percentage of explained variation.

|   | Core element | Explained variation of the core |
|---|--------------|---------------------------------|
| 1 | (2,2,2)      | 60.69%                          |
| 2 | (2,2,1)      | 23.92%                          |
| 3 | (1,1,2)      | 5.04%                           |
| 4 | (1,1,1)      | 4.64%                           |
| 5 | (1,2,1)      | 2.69%                           |
| 6 | (1,2,2)      | 2.47%                           |
| 7 | (2,1,2)      | 0.34%                           |
| 8 | (2,1,1)      | 0.21%                           |

### Hist mod and regions, ChIP-Seq

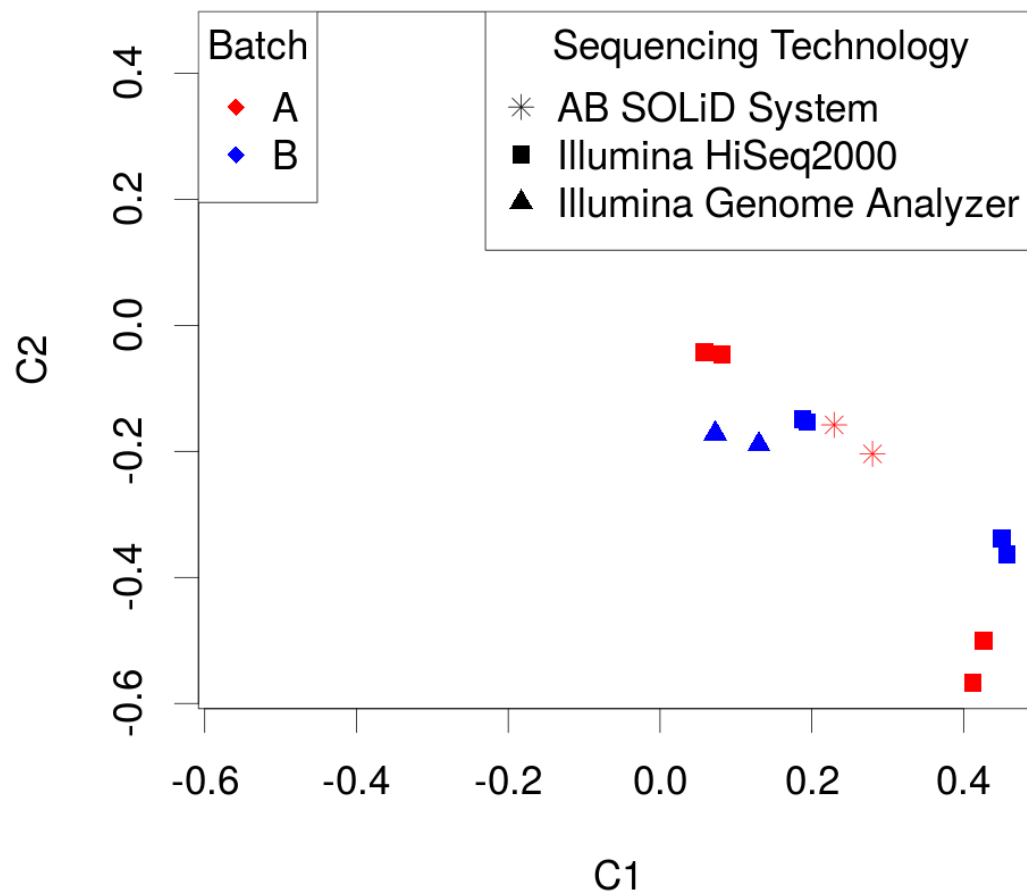

**Figure 3.** Histone modification loading plot colored and shaped according to batches and sequencing technologies.

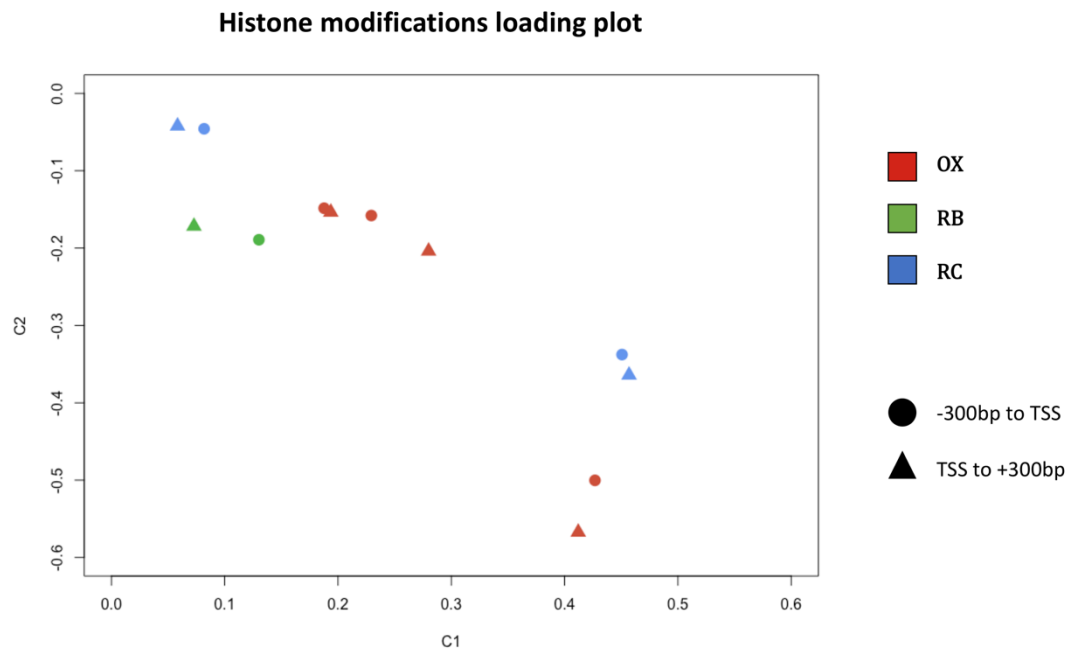

**Figure 4.** Histone modification loading plot colored based on the phase of the cycle on which the given histone modification has a higher proportion of associated genes.

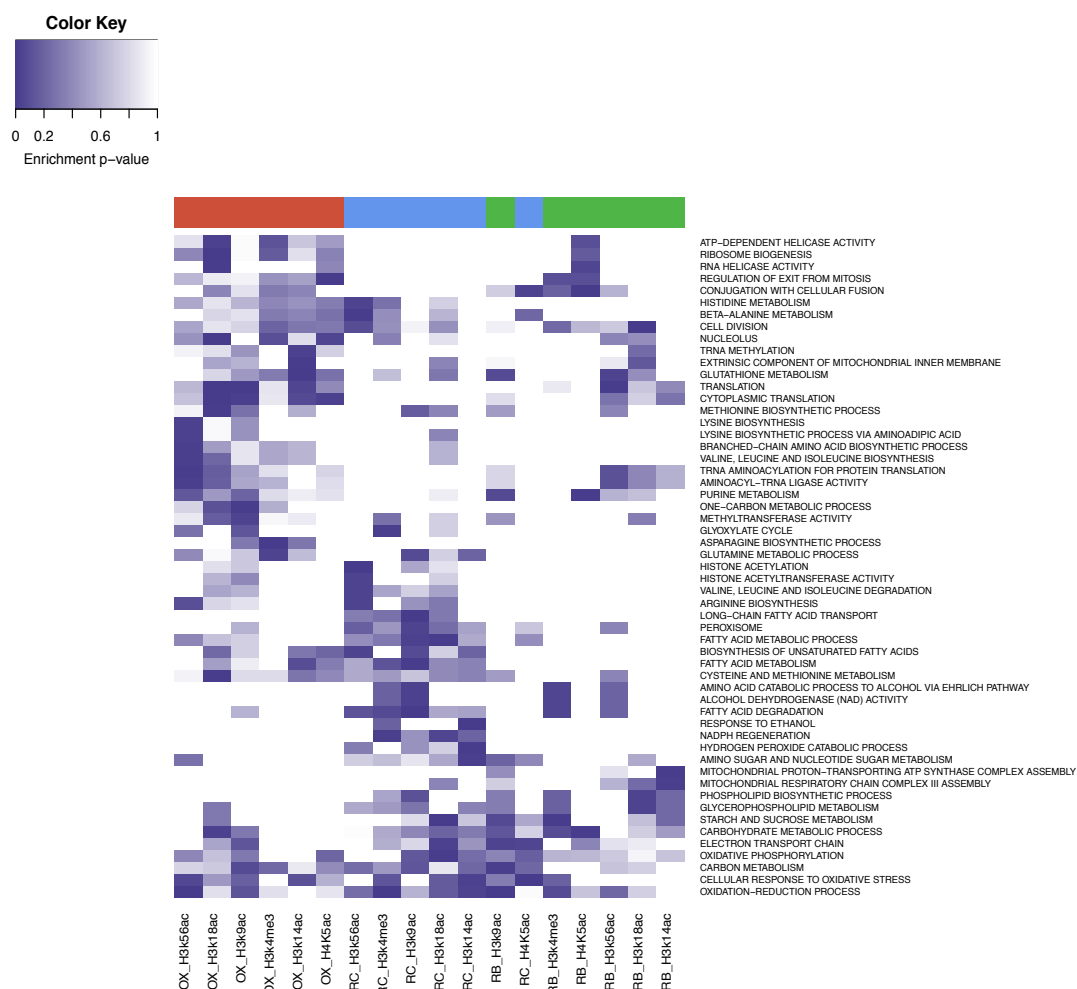

**Figure 5.** Heatmap from the functional enrichments of Histone modification target genes from each YMC phase. Rows display the different enriched GO and KEGG terms, and color intensity represent the p-value of the significance test. Histone modifications per phase are present in the columns, at the top of each column three colors represent the three YMC phases (red for OX, green for RB and blue for RC)

How the deposited data were processed for this re-analysis (not part of the article)

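The data are H3K18ac chromatin immunoprecipitation libraries of yeast cycling in continuous culture, 1 library for each of 16 time points between 48.32 and 51.95 h. The authors trimmed and filtered the reads, mapped them to the yeast genome with Bowtie, discarded multimapped reads, removed duplicates with Samtools and wrote the coverage signal as the number of reads over each base with bedtools genomecov. The coverage values were used as deposited by the authors, as whole reads per base over 12157105 positions of 17 chromosomes, with no correction for depth and no division by H3. Their chromosome lengths match the R64 assembly of the reference gene table.

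Summed coverage ranged from 332618297 to 477345719 per library. Counted with a read length of 51 bp, this is at least 6521928 to 9359720 reads with a median of 7459820. That length was inferred from the highest coverage, on the assumption that 1 read was kept per position and strand. Mean nuclear coverage had a median of 31.5 reads per base. The coverage has a ceiling at 102 reads per base in every library, which compresses differences in genes with high coverage.

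For each gene in the table (6477 genes, of which the 6002 nuclear protein-coding genes were used), the mean coverage was taken over the 300 bp upstream and the 300 bp downstream of the gene start. The table holds coding regions without UTRs, with 96.4% of the lengths a multiple of 3, so the gene start stands in for the TSS. Region means were divided by the library's mean nuclear coverage and log2-transformed after adding 0.1. Genes with a mean coverage of at least 5 over the 16 time points were tested, 5713 in the downstream region, which was used unless stated otherwise.

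Time points were grouped by the lower panel of Figure 1A into OX (3 to 5), RB (6 to 11) and RC (1, 2 and 12 to 16). Phases were compared with limma 3.58.1 in R 4.3.3 (moderated F test over the phases and a contrast of each phase with the mean of the other 2, prior variance with a trend, Benjamini-Hochberg adjusted p under 0.05). Gene sets, 11 lists fixed by gene symbol from the functions that the paper names, were tested in the 3 contrasts with camera at a preset correlation of 0.01 and with fry, adjusted over 33 tests. Single values per time point were compared by exact permutation, or with 100000 resamples where the number of arrangements was large. These permutations take the time points as exchangeable, although neighbours resemble each other, so their p can be too small. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

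Genes were named by a rule set in advance: for each phase, the 3 genes with the largest difference from the other phases among those called there with every time point of the phase above all others, and the 13 transcription factor genes that the paper names. Intervals of shares are 95% Wilson intervals and cover counting error only.

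Alternatives set in advance were pseudocounts of 0.01 and 1, no coverage minimum or one of 20, median-of-ratios scaling, quantile normalization, the upstream region, a downstream region of 500 bp, the 15 aligned time points, leaving out each time point, depth as a covariate, a cubic polynomial or a cosine and sine of the time-point number in place of phases, and fry. A correction for the ceiling (the coverage divided by the ceiling, turned into a rate under the assumption that reads start at random), a restriction to genes with a mean coverage under 51, camera with an estimated correlation, an exact permutation of phases for the gene sets, depth as a covariate of the TSS enrichment, and a model of the TSS enrichment with depth and phase together were chosen after seeing the data.

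The procedure was tested on simulated data. Phase labels and each gene's spread within phases were as in the real data, with 200 of 5713 genes changed. Limma recovered 92.5% of the changed genes in the OX contrast and made 7 false calls. The simulated noise was independent between time points and between genes, unlike in the real data. These false calls therefore do not show what such dependence does to the real calls. For 5000 simulated genes with a correlation of 0.8 between regions, the median r was 0.81.

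RNA-seq, the other histone modifications and H3 were not used here, so the N-PLS and MORE models, the division by H3 and the enrichment among genes selected by MORE were not repeated. No genome sequence was at hand, so reads were not mapped again and GC content was not examined. The mitochondrial chromosome was left out of the gene tests and of the scaling.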

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

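The tests of explanations reported here were chosen after the results had been seen. In RB and RC, 40 measures were searched for 1 time point far from the others of its phase, at a level that picks out about 1 in 20 groups by chance. It did so in 15 of 80 groups, and many of the measures rest on related genes.

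Time point 11 stood apart from the other RB time points in 11 of these. Its score on component 1 was 0.24. Relative to all genes, it had the lowest value of RB for ribosomal proteins (-0.76), ribosome biogenesis (-0.46) and cell division (0.015), and the highest for fatty acid oxidation and peroxisome genes (0.32). On the log2 scale of relative coverage it was far below the others at DBP2 (-1.26), HAS1 (-0.88) and URA7 (-0.92) and far above at PEX9 (-0.44), PIP2 (1.62) and CIN5 (0.93). An exchange of the labels of time points 11 and 12 is argued against, since 12 resembled time point 10 even less (r = 0.0709) than 11 did (r = 0.189). Depth is argued against by a mean nuclear coverage of 32.2, within the range of the other RB time points, as is a weaker immunoprecipitation by a TSS enrichment of 1.82. The interval of 0.16 h before it was no longer than the others in RB. A library of another time point near 12 under this label stays open, with r = 0.861 between 11 and 12, the highest of all neighbours. So does a biological explanation, untested here: Figure 1A places time point 11 on the rise of oxygen at the end of RB, and the chromatin may already have passed to the state of RC there.

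Coverage of the mitochondrial chromosome, which the paper does not analyse, reached a mean of 37.5 reads per base at time point 16, or 1.28 times the nuclear mean, far above the other RC time points. A weaker immunoprecipitation is argued against by a TSS enrichment of 2.05, close to the RC mean, and low depth by a mean nuclear coverage of 29.4, within the RC range. A state of the culture that returns in each cycle stays open. The next point in the cycle, time point 1, was at 0.252 but belongs to the start of the sampled cycle, so it decides nothing.

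At time point 15, 4.33% of the nuclear bases were near the ceiling, more than at any other RC time point. Its mean nuclear coverage of 39.4 was the highest of all, and a high depth is a candidate explanation. At time point 10, 6.79% of the nuclear bases had no coverage, the lowest value in RB, and its mean nuclear coverage of 35.95 was the highest in RB, in line with depth as the explanation. No biological explanation was tested for either.

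The transcription factor gene CUP9 had a log2 relative coverage of 1.14 at time point 6, above the other RB time points. Depth is argued against, since the mean nuclear coverage of 32.9 lay within the RB range and 2 RB time points were deeper. The position of time point 6 next to OX, where the gene was highest, leaves a slow change after OX open, and it was not tested.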

How the results depend on the processing

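The test of the components without time point 12, the correction for the ceiling, the restriction to genes with a mean coverage under 51, camera with an estimated correlation, the exact permutation of phases for the gene sets depth as a covariate of the TSS enrichment and the models of the TSS enrichment with depth and phase together were chosen after seeing the data. The other alternatives were planned.

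The number of genes whose H3K18ac differs between phases stayed within 1.5 times of the reported 3661 under 28 alternatives planned in advance and under the correction for the ceiling. It was 1465 among the genes with a mean coverage under 51, which are fewer, and the same restriction gave 767 genes higher in OX and 375 higher in RC. With each time point left out, 2778 to 3751 genes differed, 260 to 479 were higher in RB and 1046 to 1555 in RC.

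Genes higher in OX numbered 886 to 1935 with each time point left out. Only without time point 4 was the count more than 1.5 times below the reported 1792, at 886, so that this time point decides much of the OX contrast. Genes higher in RB rose from 347 to 785 with median-of-ratios scaling, 999 with quantile normalization, 572 with a region of 500 bp and 671 with the correction for the ceiling. Median-of-ratios scaling and quantile normalization remove the lower median of all genes in RB, which by itself adds genes above and takes away genes below. In the upstream region 2155 genes were higher in RC, and the cause was not tested. Of the genes called without an alternative, 1190 in OX, 314 in RB and 1304 in RC were also called with quantile normalization, and 1206, 158 and 1171 in the upstream region.

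The share of genes with their highest mean in OX was 48.1% with no coverage minimum, 38.4% with median-of-ratios scaling, 33.7% with quantile normalization, 40.1% in the upstream region, 46.9% with 500 bp, 43.8% with the correction for the ceiling and 48.1% in the genes under 51. The share in RB was 13.1% with a minimum of 20, 25.7% with median-of-ratios scaling, 28.6% with quantile normalization, 9.33% upstream, 20.5% with 500 bp, 23.1% with the correction for the ceiling and 25.0% in the genes under 51. The share in RC was 37.7% with no minimum, 37.6% with quantile normalization, 50.5% upstream, 32.6% with 500 bp, 33.01% with the correction for the ceiling and 26.9% in the genes under 51. With each time point left out, the shares were 47.9 to 53.2% for OX, 13.4 to 15.1% for RB and 31.9 to 38.4% for RC. RB had the smallest share under each of these alternatives. The causes of the other changes were not tested.

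The correlation of the upstream and downstream regions over time points was 0.768 with quantile normalization and 0.599 with the regions 100 bp apart from the start, where they no longer meet. Across genes it was 0.881 with no coverage minimum, 0.629 with a minimum of 20 and 0.479 with the regions apart. The other 7 alternatives for the first and 6 for the second left it within its spread. Both components kept their side of the threshold under 8 alternatives and with time point 12 left out of the test, which was chosen after seeing the scores, and the similarity of time points 13 and 14 stayed within its spread under 7.

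The test of TSS enrichment between phases gave p from 0.00764 to 0.128 with each time point left out, and p was above 0.05 in 8 of 16 cases. Without time point 3 it was 0.128, and without time point 5 it was 0.00764. With depth and phase in one model it was 0.0550, and above 0.05 in 11 of 16 cases with a time point left out.

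The number of calls among the 33 gene set tests was 21. It was 10 among the genes under 51, where sets with fewer than 10 genes could not be tested, and 0 with the correlation estimated. The estimated correlation gave adjusted p of 0.781 for ribosomal proteins, 0.719 for ribosome biogenesis and for RNA helicases and 0.753 for amino acid biosynthesis in OX. In RB it gave 0.719 for the TCA cycle, 0.731 for oxidative phosphorylation and 0.731 for cell division, and in RC 0.719 for fatty acid oxidation and peroxisome and 0.753 for cell division. Camera with an estimated correlation differs from the preset one in this correlation, estimated at 0.172 (cell division) to 0.938 (ribosomal proteins) against 0.01. The cause of the 10 calls among the genes under 51 was not tested. At the preset correlation, random splits of the time points gave a median of 18 calls, so the calls by camera do not exclude chance. Fry gave 0.0518 for ribosomal proteins in OX, 0.299 for oxidative phosphorylation and 0.615 for cell division in RB. The exact permutation gave 0.0648 for ribosomal proteins in OX, 0.0113 for glycolysis in RC, which it called, and 0.0877 for cell division in RC.

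With quantile normalization the adjusted p in RB were 0.0304 for the mitochondrial ribosome, reversed to higher, 0.00475 for glycolysis and 0.0463 for phospholipid biosynthesis, all called. Depth as a covariate gave 0.00971 for glycolysis in RB. The upstream region gave 0.00180 for glycolysis and 0.00961 for the TCA cycle in RC, both called, and 0.204 for cell division in RC. Leaving out each time point gave 0.0218 (without 3) to 0.654 for glycolysis in RB, 0.0158 (without 4) to 0.270 for glycolysis in RC and 0.0128 to 0.0694 (without 5) for cell division in RC. Ribosomal proteins in RB, placed above all genes by camera at 0.0325, were placed below all genes with the correction for the ceiling (0.638). Fry placed them below 0 (0.804), which is no reversal against all genes, since the medians were -0.07 for the set and -0.08 for all genes. For this set, 16 of the 31 alternatives lost the call without a change of direction. Leaving out each time point gave 4.95e-08 (without 11) to 0.273 (without 8) for ribosomal proteins, with 8 of 16 above 0.05. The causes were not tested. Over all sets and the number of calls, 879 values under the alternatives planned in advance and 81 under the others were counted as unchanged, 25 and 30 lost a call and 12 and 1 gained one. A set called by neither test counts as unchanged even where the directions differ. Fry, which tests against 0, gave the other direction than camera for phospholipid biosynthesis in OX and RB, cell division in OX and glycolysis in RB.

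The 9 genes with the largest differences kept their calls under all alternatives that could be run for them. Among the transcription factor genes, the call was lost in 18 of 27 alternatives for CUP9, 6 of 28 for HFI1 3 of 27 for XBP1, 1 of 28 for SFP1 and 1 of 27 for YLR278C. STE12 gained a call in 2 of 28, without time point 3 (0.0122) or 6 (0.0359). MIG2, not called in OX, had a difference of -0.28 in the upstream region and so reversed there.

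No paired analysis was possible because each time point has 1 library and no number pairs the time points of different phases. Depth limits genes with high coverage, where the ceiling compresses differences, and genes under a mean coverage of 5, which were not tested.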

Differences from the paper's values

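The tests behind these comparisons were planned, apart from the correction for the ceiling, the exact permutation of phases and the camera test with an estimated correlation, which were chosen after seeing the data. The counts of time points that the paper gives for the ChIP-seq data, over the cycle, in RB and after alignment, match 16, 6 and 15 here.

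The paper states that the phases have the same number of time points, whereas the lower panel of Figure 1A gives 3 in OX, 6 in RB and 7 in RC.

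The paper finds its highest proportion of genes regulated by H3K18ac in RC. That measure rests on gene expression, which was not used here. Here 1792 genes had more H3K18ac in OX and 1314 in RC. RC had the most genes in the upstream region (2155), with quantile normalization (1694), with median-of-ratios scaling (1498) and without time point 4 (1046, against 886 in OX).

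The paper associates H3K18ac in RB with sugar metabolism, mitochondrial activity and phospholipid metabolism. It tested functions for enrichment among genes of the RB expression cluster that its models link to the mark. Here the H3K18ac of whole gene sets was compared between phases, without expression. A set not called here therefore does not contradict the paper, which also holds for cell division and for RC below. Here camera called the TCA cycle (adjusted p = 3.29e-10, fry 0.0293) and oxidative phosphorylation (1.02e-06, not called by fry, 0.299) higher in RB, and with an estimated correlation it called neither (0.719 and 0.731). The exact permutation of phases, chosen after seeing the values, called both (3.43e-05 and 0.00626). For the TCA cycle, part of the contrast is the low level in OX, and upstream the time points of RB and RC overlapped. Glycolysis (0.164) was not called, and was called with quantile normalization (0.00475), with depth as a covariate (0.00971) and without time point 3 (0.0218). The mitochondrial ribosome (0.310) and phospholipid biosynthesis (0.164) were called higher only with quantile normalization (0.0304 and 0.0463).

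The cell division set was chosen by gene symbol and is not the paper's functional term. For cell division, which the paper associates with H3K18ac in OX, RB and RC, camera placed the genes above all genes in RB (adjusted p = 0.00179), with a median difference of 0.01, 26 of 49 above 0 and a median of -0.08 for all genes. Fry (0.615) and camera with an estimated correlation (0.731) did not call them there, the exact permutation of phases, chosen after seeing the values, did (0.0101), and the upstream median was -0.08, against -0.12 for all genes. In OX they were not called (0.835) and no alternative called them. In RC they were lower (0.0256, fry 0.0336), but not by the exact permutation of phases (0.0877) or with an estimated correlation (0.753), and no alternative called them higher.

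For RC the paper associates the TCA cycle, oxidative phosphorylation, glycolysis and fatty acid metabolism with H3K18ac. Fatty acid oxidation and peroxisome genes were called higher in RC (adjusted p = 5.28e-10, fry 0.00408), also by the exact permutation of phases (0.00548), chosen after seeing the values, but not with an estimated correlation (0.719). Oxidative phosphorylation (0.493) was not called under any alternative. The TCA cycle (0.287) was called in the upstream region (0.00961). Glycolysis (0.0587) was called in the upstream region (0.00180), when time point 3, 4, 8, 9, 12 or 15 was left out, and by the exact permutation of phases (0.0113), which was chosen after seeing the values. Much of the glycolysis contrast is the low level in OX, with means relative to all genes of 0.07 in RC, 0.02 in RB and -0.21 in OX.

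The paper separates time points 6 to 11 from time points 1 to 5 and 13 to 15 on its second component. For H3K18ac alone, time point 5 (0.0549) lay above time point 11 (0.0401) on component 2. The groups separated fully with median-of-ratios scaling, quantile normalization, all 16 time points and the upstream region.

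The phase to which the paper assigns a transcription factor was also the phase of the highest H3K18ac at its gene for 12 of 13 factors, with XBP1 (RC 1.35, RB 1.34) and YHP1 (RB 0.88, RC 0.86, not called) as near ties. The exception was MIG2, which the paper assigns to RC and which was highest in OX, also a near tie (OX -0.51, RC -0.54), with a difference not called there (0.15, adjusted p = 0.469). Among the matches, RB was also close to OX for STE12 (OX 0.62, RB 0.57), SFP1 (OX -0.09, RB -0.19) and HFI1 (OX 0.79, RB 0.67).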

Other observations

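The tests of explanations below were chosen after the results had been seen.

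Phases were reassigned at random to the 16 time points in groups of the same sizes, in 100 splits with the real one included. The number of genes that differ between phases was as large in 1 of 100 splits, the real one, as were the numbers of genes higher in OX (1), in RB (1) and in RC (1), so chance can be excluded for these counts. For the gene sets, 24 of 100 splits gave as many calls, with a median of 18 calls over the splits, so chance cannot be excluded for the number of set calls. The share of genes with their highest mean in RB was as small in 14 of 100 splits, so chance cannot be excluded for its being the smallest.

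Neighbouring time points resemble each other, so any set of contiguous groups may give many calls. Over the 16 circular shifts of the phase labels, the number of genes that differ was as large in 1 shift, the real one, the number higher in OX in 2, and the number of set calls in 3. The number higher in RB was as large in 11 of 16 shifts and the number higher in RC in 5, in line with slow change along the cycle at any boundaries. With 16 shifts, the smallest share is about 1 in 16, so for the other counts slow change cannot be told apart from the phases.

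RB had the fewest genes with their highest H3K18ac. Its share of 14.3% rose to 28.6% after quantile normalization and to 23.1% after the correction for the ceiling. RB stayed lowest with each of the 16 time points left out under both. Random splits gave a share as small in 34 of 100 (median 32.7%) with quantile normalization and in 23 of 100 (median 29.9%) with the correction, so neither the scaling to the mean coverage nor the ceiling can be excluded as the whole cause, and the smallest share in RB stays open.

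Genes with a high coverage had a smaller range over the cycle. A candidate explanation is the ceiling that the removal of duplicates sets on the coverage. Within phases, the level of genes with a coverage of at least 80 relative to those at 40 to 51 fell with depth (r = -0.875), in line with it. No biological explanation was tested.

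Of the genes with almost no coverage, 228 of 245 were under the limit at all 16 time points. This count does not decide on low depth, since the genes were chosen by their mean over the same time points. Mean nuclear coverage was at least 27.5 reads per base in every library. Segments missing from the strain as the whole cause are argued against by the nuclear rRNA genes, which a growing culture needs. Of the 12 listed in the gene table, 10 had every base at 0 at all 16 time points, among them every copy of 3 of the 4 kinds. Of the 93 blocks of these genes, 35 had exactly the length of another block, against a mean of 1.75 in random runs of as many neighbouring genes (one-sided permutation test with 1000 draws, p = 0.000999), in line with the loss of multimapped reads in repeated sequence. Segments missing from the strain could still explain part of the genes, and 28.1% of the bases of chromosome I were at 0. For that part the explanations cannot be told apart without the reads or the genome sequence of the strain.

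TSS enrichment was lowest in RB. With the correction for the ceiling, p over the phases was 0.0208 (one-sided permutation test, with means of 2.78 in OX, 2.26 in RB and 2.47 in RC). The difference between OX and RB was 0.52 with the correction (jackknife SE 0.20), against 0.37 (SE 0.17) without it, which argues against the ceiling as the whole cause. With depth as a covariate, p was 0.0364 (2.21, 1.92 and 2.02). That test takes the slope on depth as known. With depth and phase in one model, p was 0.0550. With a time point left out it was above 0.05 in 11 of 16 cases and 0.164 at most. The difference between OX and RB was 0.29 (SE 0.13) and that between RC and RB 0.10 (SE 0.12). With the ceiling corrected as well p was 0.0414, above 0.05 in 8 of 16 cases with a time point left out. RB has the highest median depth, and with so few time points depth as the whole cause cannot be told apart from phase. A change of H3K18ac around gene starts between phases stays open.

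The hypothesis that H3K18ac at a transcription factor gene is highest in the phase to which the paper assigns the factor was tested on the 13 factors named in the paper. The phases matched for 12 of 13, against a mean of 5.56 for random genes (one-sided permutation test with 100000 draws of genes, p = 0.00017), in line with the hypothesis. Over 29 settings, 4 to 12 matched, with the lowest among genes with a mean coverage under 51, where fewer of the factors were tested. The paper selected the factors by models of gene expression among genes whose expression cycles, so they are not a random sample, and 8 of the 13 belong to OX. For SFP1 (limma adjusted p = 0.00623), HFI1 (0.0230), ASG1 (0.000789), PPR1 (4.28e-05), YLR278C (0.00212), CUP9 (0.0469) and DAT1 (0.000286) the gene was called higher in OX, and for STE12 (0.0725) it was not. For PIP2 (0.00277), XBP1 (0.0280) and CIN5 (0.000687) it was called higher in RC. YHP1 was highest in RB without a call (0.217). For XBP1 (RC 1.35, RB 1.34, OX 0.63) and YHP1 (RB 0.88, RC 0.86) the phases with the highest means nearly tie, so these matches are weak. RB was also close to OX for STE12 (OX 0.62, RB 0.57), SFP1 (OX -0.09, RB -0.19) and HFI1 (OX 0.79, RB 0.67). SFP1 was called higher in RB as well (limma adjusted p = 0.0429). CUP9 was not called by the moderated F test over the phases (adjusted p = 0.0617).

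In time points 6 to 10, the mean of the ribosomal protein genes lay above that of the ribosome biogenesis genes. The hypothesis that H3K18ac falls later at ribosomal protein genes was tested by the difference between the sets, which was -0.19 ± 0.18 (SD, n = 3) in OX and 0.27 ± 0.30 (n = 6) in RB (exact two-sided permutation test over 84 splits, p = 0.0714, where 0.0119 is the smallest possible). It did not pass the threshold. Time points 6 to 10 lay between 0.18 and 0.47 and time point 11 at -0.30. The p was 0.536 with the correction for the ceiling, 0.0595 with median-of-ratios scaling and 0.131 in the upstream region.

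Mitochondrial coverage relative to the nuclear mean was 0.366 ± 0.0815 (SD, n = 3) in OX, 0.196 ± 0.0642 (n = 6) in RB and 0.557 ± 0.341 (n = 7) in RC (one-sided permutation test of the F statistic, p = 0.0324). It showed no detectable relation to TSS enrichment (r = 0.160, p = 0.578, rho = 0.356, p = 0.177, two-sided permutation tests, adjusted 0.875 and 0.295 over 5 relations, r = 0.252 without time points 3 and 4) or to depth (r = -0.0998, p = 0.704, rho = -0.235, p = 0.380, adjusted 0.875 and 0.475, r = -0.323 without time points 10 and 15).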
